# Prospective Transcriptomic Pathway Analysis of Human Lymphatic Vascular Insufficiency: Identification and Validation of a Circulating Biomarker Panel

**DOI:** 10.1371/journal.pone.0052021

**Published:** 2012-12-18

**Authors:** Shin Lin, Jeanna Kim, Mi-Joung Lee, Leslie Roche, Nancy L. Yang, Philip S. Tsao, Stanley G. Rockson

## Abstract

**Background:**

In our previous transcriptional profiling of a murine model, we have identified a remarkably small number of specific pathways with altered expression in lymphedema. In this investigation, we utilized microarray-based transcriptomics of human skin for an unbiased *a priori* prospective candidate identification, with subsequent validation of these candidates through direct serum assay. The resulting multi-analyte biomarker panel sensitively should sensitively discriminate human lymphedema subjects from normal individuals.

**Methods and Findings:**

We enrolled 63 lymphedema subjects and 27 normals in our attempt to discover protein analytes that can distinguish diseased individuals from controls. To minimize technical and biologically irrelevant variation, we first identified potential candidates by performing transcriptional microarray analysis on paired diseased and normal skin specimens sampled from the same individuals. We focused our attention on genes with corresponding protein products that are secreted and took these candidates forward to a protein multiplex assay applied to diseased and normal subjects. We developed a logistic regression-based model on an eventual group of six proteins and validated our system on a separate cohort of study subjects. The area under the receiver operating characteristic curve was calculated to be 0.87 (95% CI : 0.75 to 0.97).

**Conclusions:**

We have developed an accurate bioassay utilizing proteins representing four central pathogenetic modalities of the disease: lymphangiogenesis, inflammation, fibrosis, and lipid metabolism, suggesting that these proteins are directly related to the pathogenesis of the tissue pathology in lymphatic vascular insufficiency. Further studies are warranted to determine whether this newly-identified biomarker panel will possess utility as an instrument for *in vitro* diagnosis of early and latent disease; the ultimate applicability to risk stratification, quantitation of disease burden, and response to therapy can easily be envisioned.

## Introduction

Given the central role of the lymphatic system in circulatory, metabolic, and immune-related homeostasis, it is not surprising that lymphatic pathology is responsible for predictably broad and severe clinical sequelae. It is commonly accepted that lymphatic disease has an impact on the health and well-being of more than 1.3 million individuals throughout the world [1]. These chronic, debilitating lymphatic diseases are frequently misdiagnosed and under-recognized.

The complex pathological biology of lymphedema includes a disruption of normal cutaneous cellular architecture accompanied by a blunting of normal immune traffic and by the presence of a profound chronic inflammatory response in the tissues [2], [3]. Furthermore, lymphedema is uniquely characterized by the presence of adipocyte proliferation and hypertrophy, and progressive tissue fibrosis [4].

The pathogenesis of these complex tissue responses is only now beginning to lead to focused investigation. The biology of the lymphatic vasculature has, until quite recently [5], eluded substantial molecular scrutiny; thus, the diseases of this important circulation are still poorly understand and lack sophisticated modalities for diagnosis, risk stratification, and treatment. When fully expressed, the clinical presentation of lymphedema is not difficult to identify. However, the often-protracted latency of structural and functional defects continues to pose distinct challenges for risk stratification and for early diagnosis and intervention.

In 2008, the National Institutes of Health convened a Working Group to address these inequities. Among its seven discrete recommendations, this panel concluded that the identification of a suitable panel of biomarkers for lymphatic disease is essential both for the process of scientific investigation and for the clinical management of these vascular disorders [6].

In order to provide the investigative context for the development of a biomarker platform relevant to human lymphedema, our prior investigations have centered upon a murine tail model of acquired post-surgical lymphedema. This model is intended to simulate the cutaneous responses of human breast cancer lymphedema [2], [7], [8]. In order to elucidate the molecular identity of the cutaneous tissue response to lymphatic vascular insufficiency, we have previously undertaken large scale transcriptional profiling of the lymphedematous skin and soft tissues, utilizing a comprehensive mouse cDNA microarray and have thereby identified a relatively restricted list of ∼600 genes, and a small number of specific pathways, whose expression patterns distinguish the abnormal tissue biology that accompanies the interruption of normal lymphatic function in the skin [9], [10].

The remarkable structural and functional similarities between the experimental model and the human disease suggest that application of a parallel approach in human lymphedema (genome-wide transcriptional profiling of cutaneous, disease-specific expression patterns as a discovery tool for clinically relevant circulating biomarkers) should facilitate the development of focused and pragmatic cellular and molecular insights into the biology of human lymphedema. In this investigation, we utilized microarray-based transcriptomics of human skin to prospectively identify candidate secreted proteins (potential circulating biomarkers); validation of these candidates through direct serum assay has allowed us to develop a multi-analyte biomarker panel that sensitively discriminates human lymphedema subjects from normals.

## Methods

### Study Subjects for Cutaneous Punch Biopsy

All participants in this study gave informed written consent under a protocol approved by the Stanford University Institutional Review Board. Initial study subjects with lymphedema (n = 27) were recruited from the patient population of the Stanford Center for Lymphatic and Venous Disorders. Patients with either unilateral or bilateral lymphedema were eligible for inclusion. In unilateral edema, criteria included the history and physical examination compatible with a clinical diagnosis of chronic lymphedema, accompanied by the presence of a limb volume ≥110% of the contralateral normal limb *and*/*or* abnormal bioimpedance spectroscopy. For subjects with bilateral disease, the indicated history and physical findings were utilized to establish the clinical diagnosis of chronic lymphedema. In all cases, it was necessary for the subjects to have completed at least one course of complete decongestive lymphatic therapy and to maintain all chronic maintenance measures from the time of initial enrollment until the completion of all clinical events in the study.

### Study Subjects for Serum Analysis of Circulating Biomarkers

A second cohort of lymphedema subjects (n = 36) was recruited for prospective measurement of circulating protein biomarkers. The lymphedema cohort was recruited in an analogous manner to those already described. Normal healthy adult volunteers (n = 27) were utilized as control subjects; in all cases, a careful history and physical examination were utilized to exclude the possible presence of lymphatic vascular insufficiency in these subjects.

### Clinical Study Methodology

***Limb volume*** was quantitated through serial measurement, at 4 cm intervals, of the circumference of the limb along its long axis [11]. Measurements were performed with gauged tape to ensure a uniform stretching force. The volume of the limb was calculated through the application of the truncated cone formula [11]. In unilateral edema, the volume of the affected limb was expressed as a ratio of the volume of the contralateral limb.

***Bioimpedance spectroscopy*** was performed with the Impedimed SFB7 in all subjects with unilateral lymphedema. A four-electrode configuration was used. Measurements were related to the extracellular and intracellular fluid contents of the limb as previously described [12]–[14].

***Cutaneous punch biopsy*** Two contiguous 6 mm full-thickness punch biopsy specimens were obtained from the medial aspect of the forearm or calf, respectively, of the affected extremity with an Acu-Punch (Ft. Lauderdale, FL) disposable device. Comparable specimens were obtained from the contralateral normal limb. In bilateral lymphedema patients, normal skin was obtained from a biopsy site from one of the unaffected extremities. Biopsy specimens were immediately placed in formalin and TRIzol solution (Invitrogen, Catalogue # 10296-010), respectively. Following biopsy, the skin edges were sutured with a single butterfly suture, and the patient received a prophylactic antibiotic regimen of cephalexin 250 mg in 3 divided doses for each of two days, or an equivalent regimen. Punch biopsy was performed at the time of enrollment.

***Phlebotomy*** was performed prior to cutaneous biopsy in the standard fashion, using a small gauge needle inserted into the brachiocephalic vein. 10 cc of blood were withdrawn, and the serum was frozen at −80°C for subsequent multimarker analysis.

### Histology

Staining with hematoxylin-eosin (H&E) and anti-LYVE-1 antibody (LYVE-1) was performed on all biopsy specimens, as previously described [10].

### RNA Sampling and Extraction from Human Skin Biopsy Specimens

After tissue was harvested for histological examination, the remaining biological material was subjected to RNA isolation. Homogenates of whole skin were collected in 1 ml TRIzol for long term storage at −80°C until use. Total RNA was isolated according to the TRIzol protocol, using the manufacturer’s instructions The total RNA yield was assessed using the Thermo Scientific NanoDrop 1000 micro-volume spectrophotometer (absorbance at 260 nm and the ratio of 260/280 and 260/230). The total RNA integrity was assessed using the Agilent’s Bioanalyzer NANO Lab-on-a-Chip instrument (Agilent, Catalogue # G2940CA).

### Microarray Processing and Analysis

Cy3 and Cy5 florescent dyes labeled, amplified antisense complementary RNA (cRNA) targets were prepared respectively using the Agilent QuickAmp Labeling Kit (5190-0444) with 200 ng of input total RNA from each sample Labeled cRNA (850 mcg) was hybridized overnight to the Agilent Whole Human Genome 4 × 44 K slide (Cat. #G4845A) that contains 44,000 probes, including 19,596 Entrez Gene RNAs. The combined Cy3 and Cy5 fluorescent labeled cRNA were mixed with the blocking buffer, fragmentation buffer, and hybridization buffer then hybridized onto the Agilent’s 4×44 k whole genome microarray (G2519F) slide in a hybridization oven at 65C for 17 hours. The arrays slide was then washed and scanned on the Agilent microarray scanner following the manufacturer’s protocols. Data were extracted using Agilent Feature Extraction Software. The microarray data is available in the Gene Expression Omnibus database under accession GSE39477.

### Luminex Bead Assays

The custom human 51-plex kits were purchased from Affymetrix (Santa Clara, CA) and utilized according to the manufacturer’s recommendations with modifications as described below. Briefly, serum samples were mixed with antibody-linked polystyrene beads on 96-well filter-bottom plates and incubated at room temperature for 2 h followed by overnight incubation at 4°C. Plates were vacuum-filtered and washed twice with PBS+0.2% Tween-20, followed by incubation with biotinylated detection antibody for 2 h at room temperature. Samples were then filtered and washed twice as above and re-suspended in streptavidin-PE. After incubation for 40 minutes at room temperature, two additional vacuum washes were performed, and the samples re-suspended in Reading Buffer. Each sample was measured in duplicate. Plates were read using a Luminex 200 instrument with a lower bound of 100 beads per sample per analyte.

### Data Analysis

Microarray analyses were performed using the statistical program R [15]. Array quality was assessed using library arrayQuality [16]. Pre-processing was performed with library marray [17]. Library limma [18] was used to identify differentially expressed genes. Expression pathways were analyzed with GeneSpring [19]. Further statistical and bioinformatic analyses were performed with the Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Inc.) software, the DAVID Bioinformatic Database (http://david.abcc.ncifcrf.gov) and the KEGG database (www.genome.jp/kegg/).

The data from the Luminex assays were normalized by calculating the z-score for each protein/plate. Logistic regression with L1-regularization and area under the curve (AUC) of the receiver operating characteristic (ROC) curve were performed using program LIBLINEAR [20]. ROC curves were plotted using library ROCR [21]. Confidence intervals of the AUC were calculated by with library pROC [22].

## Results

### Demographic Characteristics of the Enrolled Lymphedema Study Population

Our goal was to identify relevant protein biomarkers for lymphedema. The investigative approach is outlined in Figure 1. Our first task was to enroll subjects verified by a rigorous, uniform standard. For each patient, samples of normal and lymphedematous skin were procured by cutaneous punch biopsy. Cases required limb swelling upon visual inspection with quantitative documentation of pathological increases in limb volume, as well as objective measures that included abnormal bioimpedance spectroscopy and/or histological confirmation of the cutaneous pathology of lymphedema (increased cellularity, thickening and obliteration of the dermis, inflammatory infiltrates, and immunohistochemical documentation of positive microvascular lymphatic remodeling [23], [24]. Representative histology of diseased and normal skin specimens from the same patient are shown in Figure 2.

**Figure 1:**
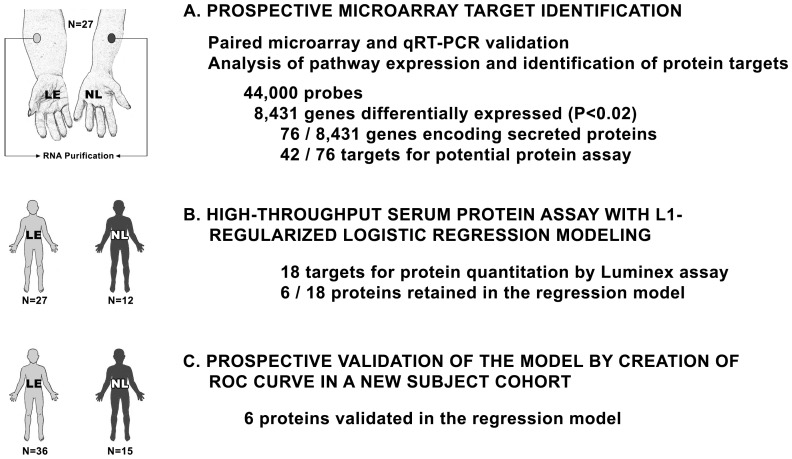
Schematic of the study design. A. Paired microarray of normal and lymphedematous skin derived from 27 subjects with lymphedema of one or more limbs. RNA was isolated from the whole tissue. Pathway analysis was performed to identify the final targets for protein analysis. B. High throughput assay of identified targets was performed using the Luminex 51-plex bead assay. Assays were performed on the original 27 lymphedema subjects and on 12 healthy normal controls. Logistic regression modeling was performed to identify the final targets for prospective analysis. C. Prospective assay for the 6 target proteins was performed on a distinct cohort of 36 lymphedema subjects and 15 normal controls. The results were analyzed through plotting a receiver operating characteristic (ROC) curve.

**Figure 2:**
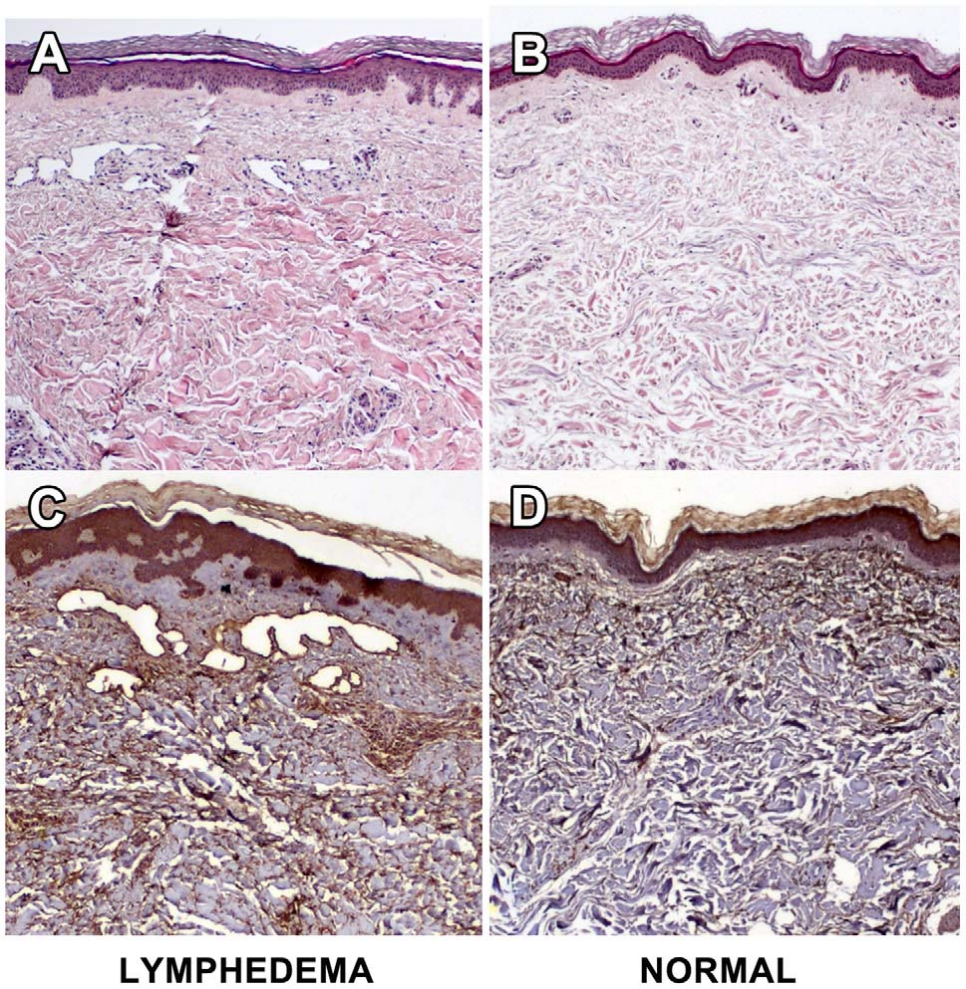
Representative histological findings in paired biopsy specimens of lymphedematous and normal skin. The specimens are derived from a representative study subject and reflect paired specimens from lymphedematous and normal limbs. A. Lymphedema skin H&E staining demonstrates an overall increase in the cellularity of the specimen that is particularly prominent in the epidermis and dermal-epidermal junction. There are prominent perivascular inflammatory infiltrates and there is obliteration of the dermis by dense eosinophilic material. Numerous dilated microvascular structures are seen in the upper dermis. B. Normal skin H&E shows normal cellularity, absence of inflammation and no notable microvascular changes. C. Lymphedema skin LYVE-1 staining demonstrates that the endothelial-lined microvascular structures seen on standard histology are lymphatic. There is evidence of positive microvascular lymphatic remodeling, as we have previously noted in the murine experimental model [10], [23], with an increase in the size and number of identified LYVE-1-positive structures. D. Normal skin LYVE-1 staining discloses scant-to-absent lymphatic structures in the dermis.

In total, 63 lymphedema study subjects were enrolled for study. The mean age was 56±13 years (range, 25–85 years), and 82% were female. Mean body mass index (BMI) for the lymphedema cohort was 28.48±7.01. Lymphedema duration was 13±10 years (range 2–51 years). The study cohort encompassed both primary and secondary lymphedema across a broad spectrum of etiologies (Table 1). Twenty-seven percent had arm involvement, and 73% had involvement of the leg(s). Twenty-two percent of the study subjects had bilateral disease.

**Table 1:** Lymphedema etiology.

Diagnosis	%
Primary Lymphedema	9.8
Venous Insufficiency	4.9
May-Thurner Syndrome	3.2
Breast Cancer	29.5
Cervical Cancer	11.5
Ovarian Cancer	3.2
Uterine Cancer	3.2
Hodgkin’s Lymphoma	3.2
Melanoma	1.6
Penile Cancer	1.6
Trauma	8.2
Infection	8.2
Other	11.5

### Prospective Transcriptomic Identification of Pathways and Circulating Biomarkers for Lymphatic Disease

In order to provide a discovery platform for the protein analytes to be characterized, we first performed transcriptomics to arrive at a set of candidates. Because cases and controls can never be perfectly matched, we chose to use normal and diseased skin from the same patient for each paired analysis, to decrease technical and biologically irrelevant noise. From an initial cohort of 27 lymphedema patients, we isolated whole tissue RNA and performed competitive microarray analysis. After whole tissue RNA isolation and purification from lymphedema and normal skin, 27 paired microarray analyses were performed. 

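Each of the 27 arrays held labeled RNA from lymphedema skin in Cy5 and from normal skin of the same person in Cy3. The dyes ran the same way on every array, so a dye effect and a disease effect cannot be told apart for any gene. The deposited scanner files give the median pixel intensity of 45015 spots and of their local background in both channels, as read by the scanner's Feature Extraction software. The paper's text names marray and limma but not the background correction or the normalization. Before the data were examined, normexp with an offset of 50 was set as the background correction, loess as the normalization within each array, and limma as the test of log2(Cy5/Cy3) against 0, with Benjamini-Hochberg adjustment. The lists of genes tested as groups were set at the same point. The tests covered 40937 probes and, with the brightest probe taken for each gene, 16508 named genes. The offset drew ratios of dim probes toward 0: on simulated arrays, a log2 shift of 1 was measured as 0.92 for bright probes and 0.61 for dim probes. The simulation had an even background and little noise, so it can understate this on the real arrays. There, the slope of the log2 ratios on those deposited by the authors was 0.294, against 1.01 under plain background subtraction and loess. The files place the arrays in 4 scan sessions, numbered here 1 to 4, with 8, 3, 8 and 8 arrays. A median of 39.8%, 47.8%, 2.35% and 78.5% of the probes were well above background in Cy5 on the arrays of sessions 1 to 4, and 62.8%, 59.8%, 36.1% and 83.8% in Cy3. Across probes, which are not independent replicates, the mean log2 ratios of sessions 1, 2 and 4 correlated with one another at 0.614 to 0.655, and those of session 3 correlated with them at 0.0841 to 0.214. The number of arrays and the signal over background limit the precision of every ratio.

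**Figure D1:**
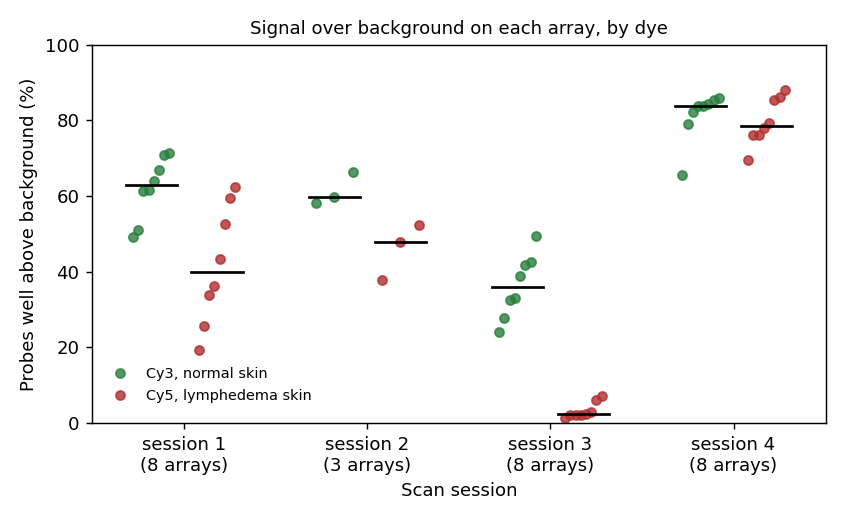
Share of probes well above background (y axis, percent) on each of the 27 arrays, by scan session (x axis) and dye. Points are arrays and bars are medians. In scan session 3 the Cy5 points, which hold lymphedema skin, lie between 1.46% and 7.10%, below every other Cy5 point and below all Cy3 points of the same session.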

Of the 44,000 probes interrogated, 8431 genes were found to be differentially expressed at the pre-determined significance level of p≤0.02, in a paired manner between lymphedematous and normal samples. 

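Of 16508 genes, 1771 were higher and 2832 were lower in lymphedema skin than in the paired normal skin at an adjusted p under 0.05 from limma. Of the 395 genes that fell and were lower on at least 24 of the 27 arrays, G0S2, an inhibitor of triglyceride breakdown, changed the most, with a log2 ratio of -1.07 (SE 0.26, adjusted p = 0.0047, lower on 24 of 27 arrays). CEBPA, a transcription factor of adipocyte differentiation, had a log2 ratio of -0.92 (SE 0.13, adjusted p = 0.00019, lower on 26 of 27 arrays), with 2 of its 3 probes negative. THRSP, a regulator of lipid synthesis, had -0.87 (SE 0.30, adjusted p = 0.034), and the adipokine gene SERPINA12 had -0.74 (SE 0.13, adjusted p = 0.00060). LCE3B, a component of the cornified envelope, fell by 0.68, KLK5, a protease of the stratum corneum, by 0.61, AAMP by 0.70, PLAAT3 by 0.63, CD81 by 0.61 and GPC1 by 0.61 on the log2 scale. Of the 206 genes that rose and were higher on at least 24 arrays, PFKFB3, which makes an activator of glycolysis, changed the most, with a log2 ratio of 2.30 (SE 0.39, adjusted p = 0.00046, higher on 26 of 27 arrays). It was followed by TDRD10 at 1.88, by the G protein subunit genes GNG13 at 1.80 and GNAZ at 1.46, and by MON1B at 1.42, BORCS8-MEF2B at 1.23 and R3HDM2 at 1.17. RPS28, ACTB and RPLP2, which encode abundant ribosomal or cytoskeletal proteins, had 1.48, 1.40 and 1.22, but 3.50, 2.95 and 2.42 in scan session 3 and 0.59, 0.72 and 0.71 on the other 19 arrays, where the adjusted p of RPS28 was 0.077. Of the 10 largest rises, 7 have more than 1 probe, and only for GNAZ did all probes have the same sign: the other 3 probes of ACTB had log2 ratios of -0.06, -0.21 and -0.55. Without scan session 3, 1801 genes were higher and 3100 lower, and 4138 of these were also among the 4603 genes changed on all 27 arrays, each in the same direction. The split depended on the scaling: without normalization 0 genes were higher (0 at an unadjusted p under 0.05) and 11758 lower, and with the scanner software's own log ratio 1445 were higher and 6718 lower. The median log2 ratio of all genes also moved, to -0.17 with median centring and -0.45 without normalization. It was -0.13 with plain background subtraction and loess and -0.11 with plain subtraction and median centring. With the scanner software's log ratio it was -0.23. Without normalization each of the 10 largest rises had a negative log2 ratio, with median centring in place of loess so did PFKFB3, MON1B, BORCS8-MEF2B, R3HDM2, RPS28, ACTB and RPLP2, and with plain background subtraction and median centring RPS28, ACTB and RPLP2. Over single probes, 11380 of 40937 had p of 0.02 or less, 5525 higher and 5855 lower, and 8983 passed an adjusted p under 0.05.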

1309 genes had differential expression at a significance of p≤0.001, and 313, p≤10^−5^.

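Among the 20 genes with the largest changes, RPS28, ACTB and RPLP2 changed most in scan session 3 and the other 17 changed least there. The log2 ratio of CEBPA was -1.24, -1.09, -0.18 and -1.28 in sessions 1 to 4, that of CD81, a membrane tetraspanin, was -0.85, -0.92, -0.07 and -0.81, and that of GPC1, a cell surface proteoglycan, was -0.77, -0.73, -0.04 and -0.97. GNG13 had 2.51, 2.29, 0.36 and 2.35, and TDRD10 had 2.56, 2.16, 0.47 and 2.51. With scan session as a random block, a fit added after the data had been seen, CEBPA had an adjusted p = 0.0038, CD81 and GPC1 each had an adjusted p = 0.0058, TDRD10 had an adjusted p = 0.011 and GNG13 had an adjusted p = 0.013 from limma. THRSP and PLAAT3 did not pass in that fit, at an adjusted p = 0.15 and an adjusted p = 0.099. RPS28, ACTB and RPLP2, which changed most in session 3, did pass, at an adjusted p = 0.014, an adjusted p = 0.0095 and an adjusted p = 0.0074. The block uses 1 correlation for all genes, so passing does not exclude a session effect of a single gene. Under this fit, 400 genes were higher and 1323 lower, all among the genes called without the block. At p of 0.001 or less, 3480 probes differed between lymphedema and normal skin, 1069 of them higher and 2411 lower, and at p of 1e-05 or less 392 differed, 107 higher and 285 lower. Within single sessions, 174 genes were higher and 602 lower in session 1, 2243 and 2886 in session 2, and 292 and 22 in session 3. In session 4 no gene passed the adjusted p from limma, while 1373 were higher and 2846 lower at an unadjusted p under 0.05. Across probes, the 3 arrays of session 2 correlated with one another at 0.743 to 0.837. The median correlation within sessions 1, 3 and 4 was 0.362, 0.449 and 0.348, with a highest value of 0.810 in session 4. Whether the arrays of session 2 are independent was not tested. With these averaged as 1 array, 1232 genes were higher and 2366 lower.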

### Analysis of Prospectively Identified Candidates

Analysis of the observed differential gene expression in lymphedema identified several significant pathways. Analysis by GeneSpring disclosed three significant pathways: transforming growth factor beta receptor [TGFBR] (p = 0.0002); epidermal growth factor receptor 1 [EGFR1] (p = 0.009); and interleukin 6 [IL6] (P = 0.002). These identified pathways underscore several of the hallmark biological features of chronic lymphedema, namely, fibrosis, dermal and epidermal cellular overgrowth, and inflammation [10].

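Of 28 genes of TGF-beta signaling 6 were higher and 3 lower in lymphedema skin at an adjusted p under 0.05 over all genes, and 7 and 5 when adjusted over the list alone. ID1, a target of this receptor family, had a log2 ratio of 0.29 (SE 0.07, adjusted p = 0.0047) and TGFBR3, its coreceptor, had -0.32 (SE 0.07, adjusted p = 0.0026). The median of the list was 0.01, with negative values under median centring, no normalization, both plain subtractions and the scanner software's log ratio. The list did not pass camera, which compares a list with all other genes (adjusted p = 0.61). Here and for the lists below, camera looks for a shift of a list in 1 direction. The median of all genes was itself negative under the other scalings (-0.17 with median centring, -0.45 without normalization). A median that turns negative there can thus still lie above that of all genes. A list that stays negative is weak evidence of a fall: housekeeping reference genes, which did not pass camera (adjusted p = 0.20), stayed negative too. The paper's pathway results rest on other gene sets and, for KEGG, on counts of changed genes. A list that did not pass camera is thus no test of them. Of 29 genes of the extracellular matrix and fibrosis, 8 rose and 1 fell, over all genes and adjusted over the list alone. COL1A2, a chain of type I collagen, had a log2 ratio of 0.67 (SE 0.15, adjusted p = 0.0031, higher on 24 of 27 arrays), MMP14, a matrix metalloproteinase, had 0.63 (SE 0.14, adjusted p = 0.0022), and COL6A2, a chain of type VI collagen, had -0.32 (SE 0.09, adjusted p = 0.0084). The median of this list was 0.13 (0.35, -0.07, 0.03 and 0.01 in scan sessions 1 to 4), but -0.55 with median centring and -0.83 without normalization (camera adjusted p = 0.0043 at a preset correlation between genes, and adjusted p = 0.52 with an estimated correlation). Of 30 genes of EGF receptor signaling, 14 fell and none rose (2 were higher at an unadjusted p under 0.05), or 15 and 1 when adjusted over the list alone, with a median of -0.10 and no change of sign under any scaling. MAP2K2, a kinase of this cascade, had a log2 ratio of -0.34 (adjusted p = 0.0077) and BTC, a ligand of the receptor, had -0.33 (adjusted p = 0.014), and the list had a camera adjusted p = 0.0019 and an adjusted p = 0.41 with an estimated correlation. Of 22 genes of the cornified envelope, the outermost product of the epidermis, 15 were lower and none higher (0 at an unadjusted p under 0.05), or 17 and 0 when adjusted over the list alone, with a median of -0.41 that stayed negative under each scaling. CALML5, a calmodulin-like protein of differentiated keratinocytes, fell by 0.73 on the log2 scale, and the list had a camera adjusted p = 3.9e-06 and an adjusted p = 0.41 with an estimated correlation. Of 20 genes of basal and spinous keratinocytes, 3 were higher and 6 lower, and 3 and 7 when adjusted over the list alone, with a median of -0.13 and a mean of 0.06 (camera adjusted p = 0.17). The desmosome genes DSC1 and JUP had log2 ratios of -0.60 and -0.54, and without scan session 3 no gene of this list was higher, 7 were lower and the list passed camera as lower (adjusted p = 0.019 at a preset correlation, and adjusted p = 0.72 on all 27 arrays with an estimated correlation). Of 24 genes of IL-6 signaling, 3 were higher and 5 lower, and 5 and 6 when adjusted over the list alone, with a median of -0.01 that stayed negative under each scaling and a mean of 0.00 (camera adjusted p = 0.79). CEBPB, a transcription factor of the IL-6 response, had a log2 ratio of -0.49 with 1 of 2 probes negative and 0.08 as the mean of both probes, and TYK2, a receptor kinase, had 0.31 with 1 of 2 probes positive.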

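Of 28 genes of T and NK cells, 3 were higher and none lower over all genes (0 at an unadjusted p under 0.05), and none passed limma when adjusted over the list alone (6 were higher at an unadjusted p under 0.05). Of all 16508 genes 1771 were higher, a share like that of this list. In both channels, 13 of the 28 were well above background on at least 14 of the 27 arrays. CD3E, a subunit of the T cell receptor complex, had a log2 ratio of 0.55 (SE 0.18, adjusted p = 0.026, higher on 20 of 27 arrays). The median of this list was 0.07 (0.04, -0.01, 0.01 and 0.26 in scan sessions 1 to 4) but -0.18 without normalization (camera adjusted p = 0.0073, and adjusted p = 0.55 with an estimated correlation). The median of all genes was -0.45 without normalization. Olfactory receptor genes, which skin is not known to use as a group, also had a median of 0.07, with 42 of 110 higher. Of 16 genes of B and plasma cells, 4 rose and 1 fell, over all genes and over the list alone, among them CD79A, part of the B cell receptor, at 0.69 (SE 0.17, adjusted p = 0.0053) and JCHAIN, the joining chain of secreted antibodies, at 0.60 (SE 0.18, adjusted p = 0.014). The median was 0.10 (0.04, 0.04, 0.00 and 0.22 by session) but -0.11 without normalization (camera adjusted p = 0.027, and adjusted p = 0.43 with an estimated correlation). Only 4 of these 16 genes were well above background in both channels on at least 14 arrays. Of 20 genes of macrophages and monocytes, 2 were higher and 1 lower, over all genes and over the list alone, with FOLR2, a receptor of tissue macrophages, at 0.74 (SE 0.20, adjusted p = 0.0081), and the list did not pass camera (adjusted p = 0.20). Of 14 genes of dendritic and Langerhans cells, 1 was higher and 6 were lower, over all genes and over the list alone, with CD1A, a marker of Langerhans cells, at -0.39 (SE 0.07, adjusted p = 0.00063), and the list did not pass camera (adjusted p = 0.20). In scan session 3 the median of each list named here or above for TGF-beta, EGF receptor and IL-6 signaling, matrix and epidermis lay between -0.01 and 0.04. With scan session as a random block, the adjusted p of CD3E from limma was 0.11, that of JCHAIN 0.071, that of BTC 0.059 and that of TYK2 0.10. The log2 ratios of COL1A2, MMP14, ID1, TYK2 and FOLR2 were negative with median centring and without normalization, and those of CD3E and CD79A without normalization.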

Additional pathway analysis was performed through the KEGG (www.genome.jp/kegg/) database (Table 2). Of the 59 pathways identified, 13 were felt to have a direct mechanistic link to the expression of lymphedema in the skin: antigen processing and presentation (p = 2×10^−4^); insulin signaling (p = 8×10^−4^); graft-versus-host disease (p<0.004); adherens junction (p = 0.007); apoptosis (p = 0.02); adipocytokine signaling (p = 0.02); VEGF signaling (p = 0.04); Wnt signaling (p<0.05); PPAR signaling (p<0.07); natural killer cell mediated cytotoxicity (P = 0.08); T cell receptor signaling (p<0.09) and hedgehog signaling (p<0.10). The latter pathways additionally underscore the importance to the chronic disease state of alterations in cutaneous adipose biology, with implication of the insulin signaling pathway, and of (lymph)angiogenic signaling. 

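Of 19 adipocyte genes, 9 were lower and 2 higher in lymphedema skin over all genes, and 11 and 2 when adjusted over the list alone, with a median log2 ratio of -0.29 that stayed negative under each scaling. ADIPOQ, which encodes adiponectin, rose against the list (log2 ratio 0.85, SE 0.21, adjusted p = 0.0048), with 1 of its 2 probes positive and -0.17 under median centring, and CFD, which encodes adipsin, had 0.68 (adjusted p = 0.029) but 1.62 in scan session 3 and 0.29 without it (adjusted p = 0.44). The list had a camera adjusted p = 0.0026 and an adjusted p = 0.51 with an estimated correlation. Of 23 genes of lipogenesis and cholesterol synthesis, 8 fell and 1 rose, or 9 and 1 adjusted over the list alone, among them SCD, a fatty acid desaturase, at -0.66 (SE 0.20, adjusted p = 0.017), and the median was -0.11 (camera adjusted p = 0.017, and adjusted p = 0.41 with an estimated correlation). Of 24 genes of fatty acid oxidation, 12 fell and none rose, also over the list alone (0 higher at an unadjusted p under 0.05), including ACSL1, which activates fatty acids, at -0.61 (SE 0.10) and ALDH2 at -0.42 (SE 0.08), with a median of -0.13 (camera adjusted p = 0.00095, and adjusted p = 0.41 with an estimated correlation). Insulin signaling had 10 of 30 genes lower and 2 higher, or 12 and 2 adjusted over the list alone, and a median of -0.10 (camera adjusted p = 0.018, and adjusted p = 0.41 with an estimated correlation). PDPK1, a kinase downstream of the insulin receptor, had a log2 ratio of -0.35 (SE 0.08, adjusted p = 0.0032), and PPP1R3C, a regulator of glycogen synthesis, had 0.34 (SE 0.08, adjusted p = 0.0023) but -0.17 with plain subtraction and loess, and negative values with plain subtraction and median centring and with the scanner software's log ratio. The insulin list had an adjusted p = 0.059 without scan session 3. PPAR and adipocytokine signaling had 6 of 28 genes lower and 2 higher, also over the list alone, and did not pass camera (median -0.06, adjusted p = 0.31). The medians of the lists for lipogenesis, fatty acid oxidation, insulin and PPAR signaling were negative under each scaling, as was the median of all genes. In scan session 4 the first 3 of these had -0.35, -0.25 and -0.25, and in the other sessions between -0.10 and -0.01.

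**Figure D2:**
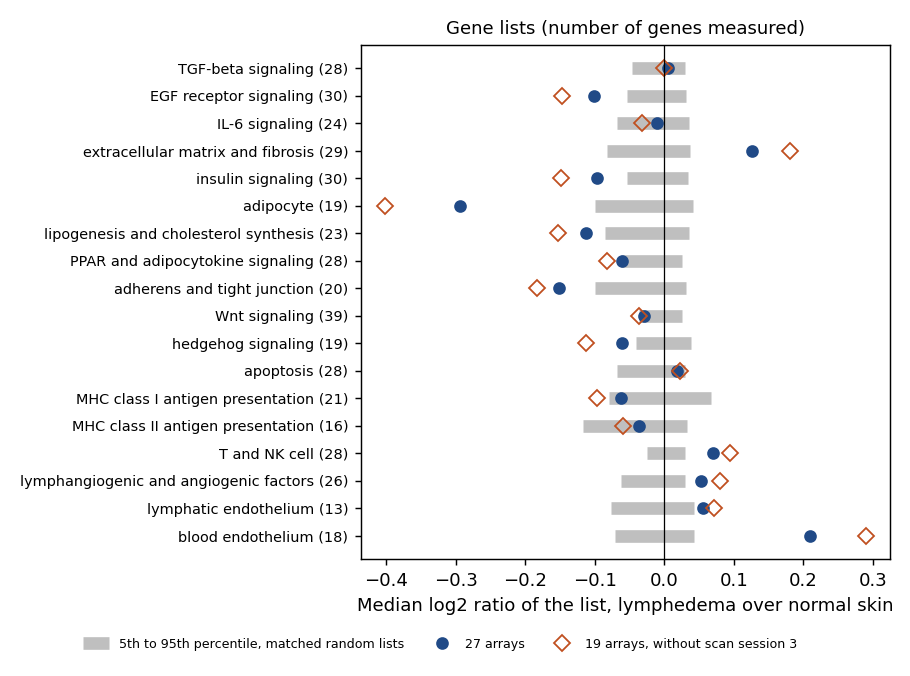
Median log2 ratio of lymphedema over normal skin (x axis) for 18 gene lists (y axis, with the number of genes measured), from all 27 arrays (filled circles) and from the 19 arrays outside scan session 3 (open diamonds). Grey bars span the 5th to the 95th percentile of random gene lists of the same size and brightness. The adipocyte list lies lowest at -0.29 and blood endothelium highest at 0.21, a median that was -0.08 with median centring and -0.36 without normalization. The medians for TGF-beta signaling, apoptosis, extracellular matrix and the lists of lymphangiogenic factors and lymphatic endothelium were also negative under both of these scalings, and that of T and NK cells without normalization. The median of all genes was itself -0.17 with median centring and -0.45 without normalization.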

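Of 18 genes of blood endothelium, 9 rose and none fell, or 10 and 0 adjusted over the list alone (0 lower at an unadjusted p under 0.05 from limma, here and in the next pair of lists), with a median of 0.21 that was -0.08 with median centring and -0.36 without normalization. The median of all genes was lower still under these scalings, at -0.17 and -0.45. PLVAP, a protein of endothelial fenestrae, had a log2 ratio of 0.58 (SE 0.15, adjusted p = 0.0077) with 1 of 2 probes positive, and SOX18, an endothelial transcription factor, had 0.52 (SE 0.16, adjusted p = 0.018), and the list had a camera adjusted p = 0.00095 and an adjusted p = 0.41 with an estimated correlation. Of 26 lymphangiogenic and angiogenic factors and receptors, 3 were higher and none lower, or 2 and 0 over the list alone, with a median of 0.05 that was -0.14 with median centring, -0.42 without normalization, -0.01 with plain subtraction and loess, and -0.07 with the scanner software's log ratio (camera adjusted p = 0.018, and adjusted p = 0.45 with an estimated correlation). FLT4, the receptor for VEGF-C, had 0.62 (SE 0.17, adjusted p = 0.0083, higher on 24 of 27 arrays) and ANGPT2 had 0.45 (SE 0.13, adjusted p = 0.015). Of 13 genes of lymphatic endothelium, 3 were higher and none lower, or 4 and 0 over the list alone, including FOXC2, a transcription factor of lymphatic valves, at 0.63 (SE 0.20, adjusted p = 0.020), and the list did not pass camera (adjusted p = 0.19). Of 20 genes of adherens and tight junctions, 9 were lower and none higher, or 11 and 0 over the list alone (0 higher at an unadjusted p under 0.05), with a median of -0.15 that stayed negative under each scaling, CLDN1, a tight junction protein, at -0.53 (SE 0.12, adjusted p = 0.0025), a camera adjusted p = 0.00095 and an adjusted p = 0.41 with an estimated correlation. Wnt signaling had 4 of 39 genes lower and 2 higher (4 and 1 over the list alone), with WNT3 at -0.51 (SE 0.09, adjusted p = 0.00046), and did not pass camera (adjusted p = 0.31). Hedgehog signaling had 5 of 19 lower and 2 higher (6 and 3 over the list alone), with GAS1, a coreceptor, at -0.37 (SE 0.10, adjusted p = 0.0068), and did not pass (adjusted p = 0.35). In MHC class I antigen presentation 4 of 21 genes were lower and 2 higher, also over the list alone, with HLA-C at 0.58 (SE 0.12, and 1.33 in scan session 3 against 0.26 without it), and in class II 4 of 16 were lower and 1 higher, also over the list alone, and neither list passed camera (adjusted p = 0.35 and adjusted p = 0.48). Apoptosis had 4 of 28 genes higher and 5 lower (5 and 5 over the list alone), with CASP8 at 0.87 (SE 0.22, 1 of 2 probes positive) and BAD at -0.29 (SE 0.07), and did not pass (adjusted p = 0.63). With scan session as a random block, the adjusted p was 0.053 for FLT4, 0.076 for ANGPT2, 0.099 for FOXC2, 0.11 for SOX18, 0.085 for SCD and 0.14 for CFD. With median centring and without normalization the log2 ratios of PLVAP, SOX18, FOXC2, HLA-C, CASP8, CFD and PPP1R3C were negative, and without normalization that of FLT4.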

The 300 differentially-expressed genes with the lowest observed p-values are listed in Table S1.

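The supplement's table, as read here, holds 299 rows, 261 with a negative and 38 with a positive expression ratio, and 272 of its accessions were matched to probes of the arrays. For an accession with several probes the brightest was taken, which need not be the probe behind the paper's value. Of these 272, 254 had the paper's sign, 229 had that sign and an adjusted p under 0.05 from limma, and 218 had a negative log2 ratio in lymphedema skin, with a median of -0.31. HLA-H, an HLA class I pseudogene, had a log2 ratio of -0.81 (SE 0.14, adjusted p = 0.00049, lower on 22 of 27 arrays) and ANXA2P1, a pseudogene of annexin A2, had -0.67 (SE 0.11, adjusted p = 0.00044). Probes of such pseudogenes may also bind transcripts of the parent genes. GAPDH, an enzyme of glycolysis, had -0.59 (SE 0.10, adjusted p = 0.00046, lower on 26 of 27 arrays), IDH2, a mitochondrial isocitrate dehydrogenase, had -0.48 (SE 0.10, adjusted p = 0.0020), and SNX17, a protein of endosomal sorting, had -0.52 (SE 0.08, adjusted p = 0.00028) and was lower on 27 of 27 arrays. WASF2, a regulator of actin assembly, had 0.08 (SE 0.09, adjusted p = 0.47), with 1 of 2 probes positive and -1.05 with median centring. The study chose these genes for their p on the same arrays, so their direction here is not independent evidence. The sizes in the table's ratio column run from 0.7 to 2, with 91 below 1. Its median difference from the log2 ratios under plain subtraction and loess was 0.0378 when read as log2 and 0.954 as a signed fold. In the reported setting, whose offset draws ratios toward 0, these differences were 0.699 and 0.313, and without scan session 3 0.565 and 0.466. The column is taken as log2 for its sizes below 1 and its match under plain subtraction. Across these genes, which are not independent replicates, the correlation with the paper's column was 0.743, and 0.866 under plain subtraction and loess. On the 19 arrays outside scan session 3, 256 had the paper's sign and 230 also passed the test, and in session 3 alone 194 had the paper's sign and 25 also passed.

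**Figure D3:**
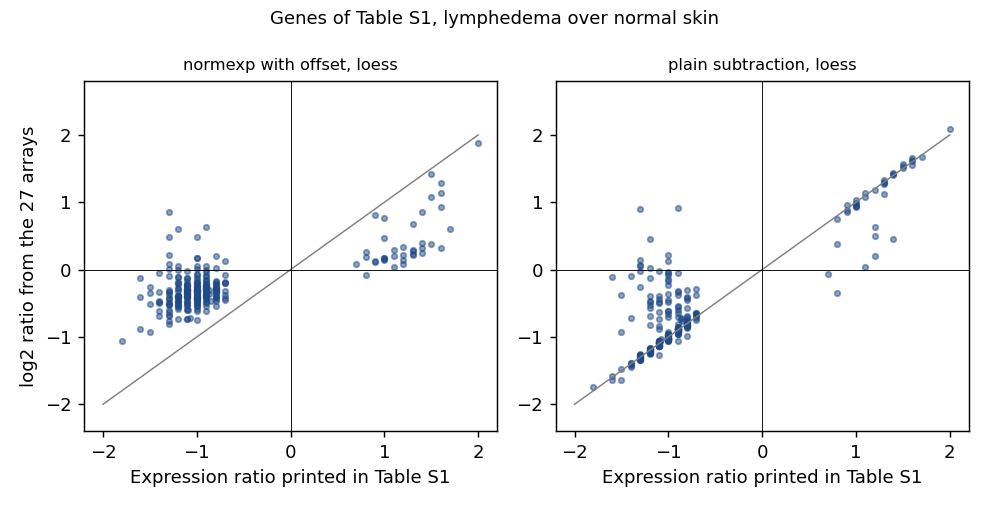
Log2 ratio of lymphedema over normal skin from the 27 arrays (y axis) against the expression ratio printed in Table S1 (x axis) for the 272 matched accessions, with the background corrected by normexp with an offset (left) or by plain subtraction (right). The line marks equal values. Most points lie in the lower left quadrant in both panels, and on the left they lie nearer to 0 than the line.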

**Table 2:** Pathway analysis of differentially expressed genes by microarray.

TERM	COUNT	%	UNCOR-RECTED P-VALUE	FOLD EN-RICH-MENT	FDR
Prostate cancer	61	0.761	6.23E−06	1.56	0.008
Endometrial cancer	38	0.474	6.53E−05	1.66	0.082
**Antigen processing and presentation**	54	0.673	1.97E−04	1.48	0.247
Pathways in cancer	175	2.182	4.44E−04	1.21	0.554
Non-small cell lung cancer	37	0.461	0.001	1.55	0.789
**Insulin signaling pathway**	79	0.985	0.001	1.33	0.998
Chronic myeloid leukemia	48	0.599	0.001	1.45	1.035
Neurotrophin signaling pathway	73	0.91	0.001	1.34	1.294
Thyroid cancer	22	0.274	0.002	1.72	2.27
Glioma	40	0.499	0.003	1.44	3.824
**Graft-versus-host disease**	27	0.337	0.004	1.57	4.376
Melanogenesis	58	0.723	0.004	1.33	5.287
Allograft rejection	25	0.312	0.005	1.58	6.164
**Fatty acid metabolism**	27	0.337	0.006	1.53	7.216
Type I diabetes mellitus	28	0.349	0.006	1.51	7.697
Bladder cancer	28	0.349	0.006	1.51	7.697
Endocytosis	99	1.234	0.007	1.22	7.938
**Adherens junction**	46	0.574	0.007	1.36	8.848
Gap junction	52	0.648	0.008	1.33	9.194
Proteasome	30	0.374	0.011	1.45	12.807
Lysine degradation	28	0.349	0.015	1.44	17.473
Glycine, serine and threonine metabolism	21	0.262	0.017	1.54	19.492
Citrate cycle (TCA cycle)	21	0.262	0.017	1.54	19.492
Acute myeloid leukemia	35	0.436	0.018	1.37	19.852
p53 signaling pathway	40	0.499	0.018	1.33	20.5
Long-term potentiation	40	0.499	0.018	1.33	20.5
Pancreatic cancer	42	0.524	0.018	1.32	20.5
Drug metabolism	27	0.337	0.022	1.42	24.2
Glycerolipid metabolism	28	0.349	0.022	1.41	24.6
**Apoptosis**	49	0.611	0.023	1.28	25.4
**Adipocytokine signaling pathway**	39	0.486	0.024	1.32	26.5
Small cell lung cancer	47	0.586	0.03	1.27	31.9
Glycolysis/Gluconeogenesis	35	0.436	0.033	1.32	34
**VEGF signaling pathway**	42	0.524	0.041	1.27	40.5
**Wnt signaling pathway**	78	0.973	0.049	1.17	46.4
Colorectal cancer	46	0.574	0.049	1.24	46.5
Valine, leucine and isoleucine degradation	26	0.324	0.06	1.34	53.7
Pyruvate metabolism	24	0.299	0.06	1.36	53.8
Circadian rhythm	10	0.125	0.061	1.75	54.3
Calcium signaling pathway	89	1.11	0.062	1.15	55.1
Glyoxylate and dicarboxylate metabolism	11	0.137	0.066	1.66	57.6
GnRH signaling pathway	52	0.648	0.066	1.2	57.7
Lysosome	61	0.761	0.067	1.18	58.1
Viral myocarditis	39	0.486	0.067	1.25	58.3
**PPAR signaling pathway**	38	0.474	0.069	1.25	58.8
Long-term depression	38	0.474	0.069	1.25	58.8
Spliceosome	65	0.81	0.074	1.17	61.5
Pathogenic Escherichia coli infection	32	0.399	0.075	1.27	62
Arginine and proline metabolism	30	0.374	0.076	1.28	63
Autoimmune thyroid disease	29	0.362	0.077	1.29	63.4
Type II diabetes mellitus	27	0.337	0.079	1.3	64.2
Fatty acid elongation in mitochondria	7	0.087	0.08	1.99	64.6
Aldosterone-regulated sodium reabsorption	24	0.299	0.081	1.33	65.2
**Natural killer cell mediated cytotoxicity**	68	0.848	0.081	1.16	65.2
Asthma	18	0.224	0.082	1.41	65.5
Alzheimer’s disease	82	1.022	0.082	1.14	65.6
**T cell receptor signaling pathway**	56	0.698	0.088	1.18	68.3
**Hedgehog signaling pathway**	31	0.387	0.096	1.26	71.6
mTOR signaling pathway	29	0.362	0.099	1.27	72.8

The analysis was performed using the KEGG database. Pathways of putative relevance to the pathogenesis of chronic lymphedema are indicated in bold font. Additional pathway analysis with GeneSpring identified three additional significant pathways: transforming growth factor beta receptor (TGFBR); epidermal growth factor receptor 1 (EGFR1) and interleukin 6 (IL-6).

### High-Throughput Protein Assay and Logistic Regression Modeling

With our goal of determining potential protein targets that discriminate the presence of lymphatic vascular insufficiency when assayed in serum, we took the microarray analysis described above and directed our attention to the subset of identified, differentially expressed genes that encode secreted proteins, as delineated in the DAVID bioinformatic database. Seventy-four secreted proteins of interest were identified (Table S2), of which 42 were deemed potentially suitable for a potential high throughput serum assay (Table 3). 

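Of the 74 secreted proteins of Table S2, 73 are distinct genes and 72 were measured on the arrays. At an adjusted p under 0.05 from limma, 23 of these rose and 3 fell in lymphedema skin, and 32 and 5 passed when adjusted over the list alone. The study picked these genes on the same arrays, so the count is not independent evidence of their direction. CHGA, which encodes the endocrine granule protein chromogranin A, had the largest ratio, at a log2 of 0.95 (SE 0.20, adjusted p = 0.0017, higher on 25 of 27 arrays). ADAMTS13, the protease of von Willebrand factor, had 0.91 (SE 0.23, adjusted p = 0.0060, higher on 23 of 27 arrays), with 2 of its 3 probes positive. IL37, an anti-inflammatory cytokine of the IL-1 family, had -0.44 (SE 0.09, adjusted p = 0.0014, lower on 21 of 27 arrays). The hedgehog coreceptor gene GAS1 was also among the 3 that fell. CHGA was negative with median centring and without normalization, and ADAMTS13 without normalization. The median log2 ratio of the 72 genes was 0.08, but -0.13 without normalization, 0.53 with plain subtraction and loess and 0.59 with plain subtraction and median centring (camera adjusted p = 3.5e-07 at a preset correlation, and adjusted p = 0.41 with an estimated correlation). In both channels, 35 of the genes were well above background on at least 14 of the 27 arrays, and 7 on none. Without scan session 3, 25 were higher and 4 lower.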

For a high throughput method of testing proteins, the Luminex 51-plex Human Cytokines system (Affymetrix Panomic Solutions, Santa Clara, CA) was selected (Table 4), because a high number (*viz*., 15) of proteins in the assay system figured among our list of proteins of interest; furthermore, two supplemental proteins within the multiplex assay (basic FGF and TNF beta) were identified as plausible surrogates for an additional pair of our identified proteins-of-interest. In addition, the Luminex 51-plex features leptin; while the gene encoding leptin was not statistically upregulated in our discovery assay, we chose to include it in the serum protein analysis because if the central role of altered adipose biology in the natural history of human lymphedema [4].

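LEP, which encodes the adipocyte hormone leptin, had a log2 ratio of -0.29 in lymphedema over normal skin (SE 0.19, n = 27 arrays) and was lower on 22 of 27 arrays. The difference did not pass limma (adjusted p = 0.24) or a two-sided sign-flip permutation test with 100000 resamples (p = 0.15). The gene has 1 probe, which was well above background in Cy3 on 27 arrays and in Cy5 on 16. In scan sessions 1 to 4 the log2 ratio was -0.55, -0.89, -0.04 and -0.07, and without session 3 it was -0.40 (permutation p = 0.17, lower on 14 of 19 arrays). It passed limma's adjusted p, in each case as lower in lymphedema skin, with median centring (-1.28), without normalization (-1.56), with plain subtraction and loess (-1.12), with plain subtraction and median centring (-1.35), with the scanner software's log ratio (-1.14), on the 11 arrays of the first protocol (-0.64) and in session 2 alone (-0.89).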

**Table 3:** Secreted protein targets identified by paired microarray.

Gene	Fold Change	P value
Adrenomedullin	1.3	0.04
Alpha-1B glycoprotein	1.4	0.002
Angiopoietin 1	1.9	0.0003
Apolipoprotein A1	1.5	0.0002
Chemokine (c-C motif) ligand 25	1.5	0.0009
Chemokine (C-X-C) motif ligand 17	1.7	0.0003
Chorionic somatomammotropin hormone 1	2.1	2.4×10^−5^
Chromogranin A	2.3	1.2×10^−5^
Chymotrypsinogen B2	1.8	0.0001
Cytokine-like 1	1.5	8.3×10^−5^
Hepatocyte growth factor	1.6	0.002
Immunoglobulin kappa variable 4-1	2.1	0.0003
Interferon, alpha 2	1.6	0.002
Inteferon, alpha 21	1.6	0.0007
Interferon, alpha 4	1.6	0.0006
Interferon, alpha 5	1.4	0.003
Interferon, alpha 8	1.4	0.009
Interferon, gamma	1.6	0.002
Interleukin 10	1.9	0.0004
Interleukin 13	1.3	0.01
Interleukin 17A	1.6	0.0004
Interleukin 17F	1.8	0.001
Interleukin 19	1.4	0.001
Interleukin 20	1.8	7.7×10^−5^
Interleukin 24	1.5	7.2×10^−5^
Interleukin 25	1.6	0.01
Interleukin 26	1.6	0.002
Interleukin 28A	1.7	0.0009
Interleukin 4	1.8	9×10^−5^
Interleukin 6	1.6	0.002
Interferon, alpha 21	2.0	3.5×10^−7^
Kallikrein-related peptidase 3	2.3	1.9×10^−5^
Lipoprotein a	1.5	0.002
Pentraxin 3	2.4	1.8×10^−6^
Phospholipase A2	1.7	2×10^−6^
Plasminogen	1.5	0.004
Renin	1.8	0.0004
Serpin peptidase inhibitor, clade E, member 1 (PAI 1)	1.9	0.0002
Thrombopoietin	1.5	0.002
Transforming growth factor beta	1.4	0.02
Tumor necrosis factor	1.8	0.0006
Vascular endothelial growth factor A	1.5	0.0007

The genes listed were upregulated in the lymphedema specimens when compared to the paired normal tissues derived from the same subjects and encode secreted proteins of potential interest. 

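Of the 42 rows of Table 3, 41 are distinct genes and 40 were measured, with the row for tumor necrosis factor read as TNF and that for transforming growth factor beta as TGFB1. At an adjusted p under 0.05 from limma over all genes, 13 of these rose and 1 fell in lymphedema skin, and 19 and 2 passed when adjusted over the list alone. The study drew the genes from those changed on the same arrays and lists them as higher, so these counts are not independent evidence. CTRB2, a pancreatic protease precursor, had a fold of 1.54 (adjusted p = 0.011, higher on 26 of 27 arrays) and PTX3, a pentraxin of innate immunity, had 1.48 (adjusted p = 0.029, higher on 24 of 27 arrays), next to CHGA at 1.93. Smaller rises passed the test for PLA2G2D, a secreted phospholipase, at 1.14 (adjusted p = 0.00023, higher on 26 of 27 arrays) and for IL26, a T cell cytokine, at 1.12 (adjusted p = 0.00059, higher on 23 of 27 arrays). The inflammatory cytokine gene TNF fell to 0.92 (adjusted p = 0.014, lower on 19 of 27 arrays), with 1 of its 2 probes negative, and TGFB1 at 0.94 passed over the list alone. The paper's row for tumor necrosis factor may mean another gene, since its Table S2 lists other members of the TNF superfamily but not TNF. IL10 had a fold of 1.28 (adjusted p = 0.079), HGF 1.07 (adjusted p = 0.11) and VEGFA 1.00, with 3 of its 4 probes of the same sign, and none of these passed over all genes. FGF2 had a fold of 1.01 (adjusted p = 0.85) and LTA 1.03 (adjusted p = 0.48), and neither passed. The paper does not report FGF2 or LTA as changed in skin. It measured their proteins in serum as surrogates for FGF10 and a TNF superfamily ligand. Of the 40 genes, 38 had a fold over 1, with a median of 1.06, and the median log2 ratio of 0.08 became -0.13 without normalization, 0.55 with plain subtraction and loess and 0.67 with plain subtraction and median centring (camera adjusted p = 3.1e-07 at a preset correlation, and adjusted p = 0.41 with an estimated correlation). In both channels, 16 genes were well above background on at least 14 of the 27 arrays, while 4, among them IL4, were not on any array. These 4 are part of the counts and the median above, and without them 34 of 36 genes had a fold over 1, with a median of 1.07, and 12 passed as higher. Of the 13 called higher, 7 were well above background on at least 14 arrays. Without scan session 3, 14 genes were higher, and with scan session as a random block 4 were, with an adjusted p = 0.067 for CTRB2, an adjusted p = 0.13 for PTX3 and an adjusted p = 0.077 for TNF. With plain subtraction and loess 28 genes were higher, and with median centring 26, where CTRB2 was negative. Plain subtraction gives no ratio for a spot at or below its background, so dim genes can rest on fewer arrays there. Without normalization 0 genes passed limma as higher, and CTRB2, PLA2G2D and IL26 were negative. From the subset of differentially expressed genes that encode secreted proteins, the paper selected candidates for a serum assay, and it relates the pathways of the differentially expressed genes to features of the disease known from earlier work (fibrosis, cellular overgrowth and inflammation) and to altered adipose biology.

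**Figure D4:**
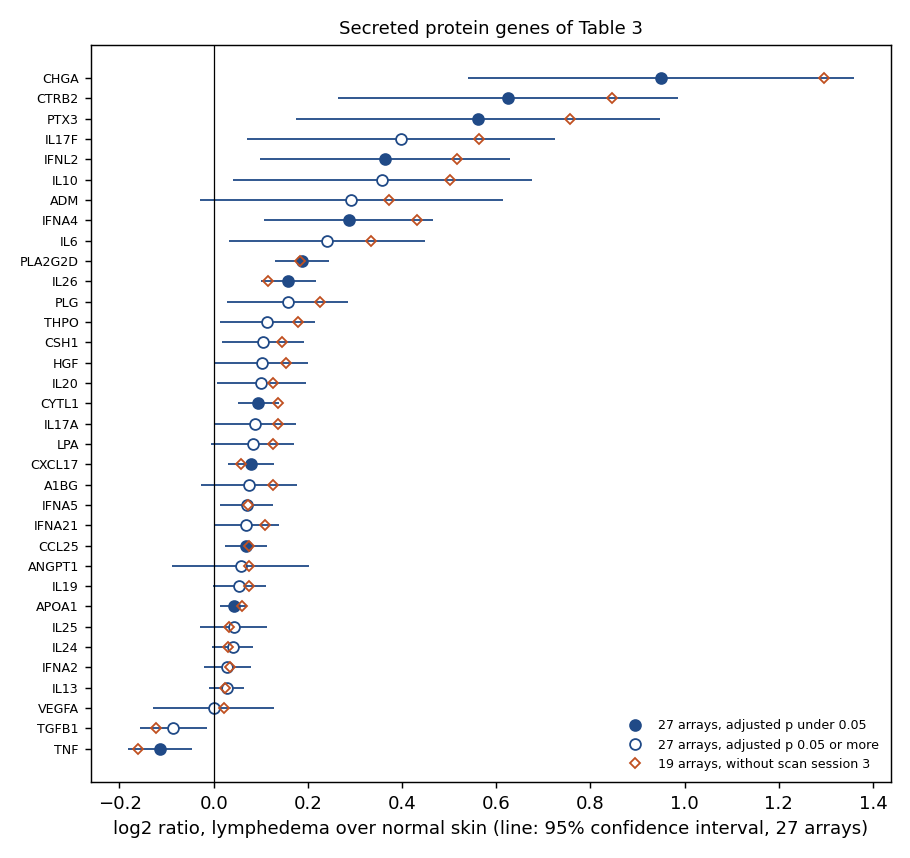
Log2 ratio of lymphedema over normal skin (x axis) for 34 of the 36 secreted protein genes of Table 3 that were well above background in both channels on at least 1 array (y axis), with 95% confidence intervals over the 27 arrays. Filled circles passed an adjusted p under 0.05, open circles did not, and diamonds give the 19 arrays outside scan session 3. CHGA lies highest at 0.95 and TNF, as the row for tumor necrosis factor was read, lowest at -0.11. Without normalization the median of the measured genes was -0.13, and no gene passed limma as higher.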

The p-values are not corrected for multiple comparisons.

**Table 4:** The Luminex 51-plex assay.

Epithelial neutrophils-activating protein 78	Interleukin 17F
Eotaxin	***Leptin***
**Fibroblast growth factor (basic)** *	Leukemia inhibitory factor
Granulocyte colony stimulating factor	Macrophage inflammatory protein 1-alpha
Granulocyte macrophage stimulating factor	Macrophage inflammatory protein 1-beta
Growth regulated oncogene-alpha	Monocyte chemotactic protein-1
**Hepatocyte growth factor**	Monocyte chemotactic protein-3
**Interferon-alpha**	Macrophage colony-stimulating factor
Interferon-beta	Monokine-induced by Interferon- gamma
**Intereron-gamma**	Nerve growth factor
Interferon gamma-induced protein 10	**Plasminogen activator inhibitor-1**
**Interleukin 1- alpha**	Platelet-derived growth factor-BB
**Interleukin 1-beta**	RANTES
Interleukin 1 receptor antagonist	Resistin
Interleukin 2	Soluble CD40 Ligand
**Interleukin 4**	Stem cell factor
Interleukin 5	sFAS ligand
Interleukin 6	Soluble intercellular adhesion molecule-1
Interleukin 7	Soluble vascular cell adhesion molecule-1
Interleukin 8	Transforming growth factor-alpha
**Interleukin 10**	**Transforming growth factor-beta**
**Interleukin 12p40**	Tumor necrosis factor-alpha
**Interleukin 12p70**	**Tumor necrosis factor-beta** §
**Interleukin 13**	TNF-related apoptosis-inducing ligand
Interleukin 15	**Vascular endothelial growth factor**
**Interleukin 17A**	

For the purposes of this investigation, we limited our analysis to the 17 highlighted proteins, as identified in the prospective transcriptomic analysis; in addition, in order to discriminate the altered adipose biology of chronic lymphedema, we also assessed the differential expression of leptin in lymphedema sera *vs.* normals.

* surrogate for fibroblast growth factor 10.

§ surrogate for tumor necrosis superfamily ligand.

The Luminex assay was performed on serum collected from the original 27 lymphedema patients as well as from 12 healthy normal subjects: while the multiplex assay generated data for 51 targets, only the aforementioned set of 18 proteins (including leptin) was analyzed. A logistic regression model was fitted with these levels as features, to discriminate between the two groups of subjects. To pare down even further the number of proteins, an L1-regularization term was included in the cost function. The final model included 6 of the original 18 proteins (Table 5); interestingly, the regression model yielded candidates that are associated with the major biological characteristics of chronic lymphedema (lymphangiogenesis, inflammation, fibrosis, and adipocytokine signaling), as identified clinically and by the previously discussed pathway analysis.

**Table 5:** Logistic regression modeling of high throughput protein assay.

Protein	P-value
**Lymphangiogenesis**	
FGFb	0.03
**Inflammation**	
IL4	0.04
IL10	0.05
TNFb	0.3
**Fibrosis**	
TGFb	0.004
**Adipocytokine signaling**	
Leptin	1.8×10^−5^

Eighteen proteins were assayed by the Luminex bead assay, comparing the sera of 27 lymphedema subjects with 12 healthy controls. The p-values reflect the significance of differences between lymphedema subjects and normals. Of note is the fact that leptin is highly differentially detected in lymphedema *vs.* normal, despite the absence of differential expression by transcriptomic analysis. FGFb, basic fibroblast growth factor; IL4, interleukin 4; IL10, interleukin 10; TNFb, tumor necrosis factor beta; TGFb, transforming growth factor beta.

### Prospective Target Validation and Creation of the Receiver Operating Characteristic

Because a model fit on the training data is typically over-optimistic, we collected sera from an independent set of cases and controls for model validation. We performed the 51-plex Luminex assay on sera collected from 36 lymphedema subjects and 15 normal healthy adults. Our analysis focused solely on the 6 proteins determined to be of interest from the previous stage of biomarker identification. Using the L1-regularized logistic model, the AUC of the ROC curve was found to be 0.87 (95% CI: 0.75 to 0.97) (Figure 3). Five of the six proteins had significant p-values at the 0.05 level under the non-parametric Mann-Whitney U-test (Table 5) with all protein levels trending to higher values among the affected subjects.

**Figure 3:**
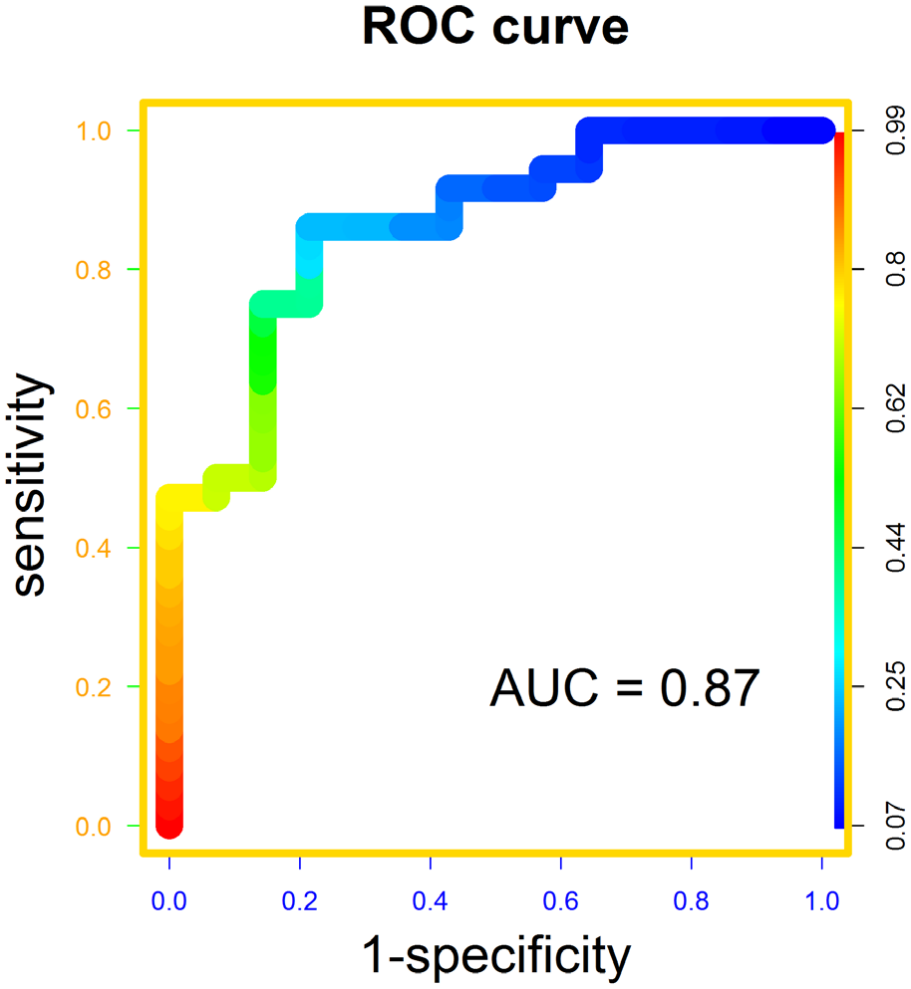
Receiver operating characteristic curve. Based on the L1-regularized logistic regression model with six proteins, a receiver operating characteristic (ROC) curve yields an area under the curve (AUC) of 0.87. The color at a position along the curve is indicative of the specificity, and sensitivity can be gauged by looking at the color at the corresponding height along the left, vertical axis.

## Discussion

Our specific approach to the identification of useful disease-related circulating biomarkers is derived from initial observations in a murine experimental model of acquired lymphedema [10]. The prior study demonstrated that, in the skin, lymphedema invokes altered expression of many biological processes, including the acute inflammatory response, wound healing and fibrosis, angiogenesis, cytoskeletal organization, *Wnt* pathway activation, and adipogenesis. Guided by these results, our goal in this investigation was to identify circulating proteins that are associated with the altered biology of target tissues in human lymphedema. We utilized a transcriptomic approach to the identification of potential candidates, using paired microarray analysis of skin biopsy specimens derived from normal and affected regions within the same patient (Figure 1). From the list of differentially expressed genes in this discovery step, we identified the smaller subset for which there is a secreted protein gene product. We then employed a multiplex protein assay to examine whether a subset of these identified proteins would be suitable, through serum assay, to prospectively distinguish lymphedema patients from normals. A fitted model purposefully constructed to induce sparsity was used to construct a final selected panel of six proteins and demonstrated the ability to discriminate diseased individuals from normals.

The study design employed in this work is distinctive. Much of the current, aggressive search for biomarkers in cancer and other disease has focused largely on a proteomic approach to identify these distinctive molecular signatures, but this approach has met with varying success [25], [26]. In the current investigation, we have chosen to utilize the somewhat less commonly applied, but effective [24], [27]–[33], transcriptomics-first approach to inform the proteomics.

The validation of a sensitive and specific biomarker assay for human acquired lymphatic vascular insufficiency represents a significant development for the disease community. The Executive Summary of the 2007 Trans-NIH Working Group on Lymphatics underscores the importance of biomarker identification for lymphatic diseases, designating this as one of its seven concrete recommendations [6]. An accurate bioassay for the disease state should help to pave the road for future human clinical trials of experimental drugs and therapies designed to treat human lymphatic diseases [34].

This biomarker panel will not supplant the utility of an accurate bedside evaluation of established lymphedema; however, it is likely that an accurate biomarker assay, once fully developed and validated, will be useful in risk stratification and in the early detection of latent and subtle disease. Markers of disease are likely to be important, since late activating events often precipitate progression from latent disease in humans. In lymphedema, this concept is supported by our earlier work in both murine and human disease Increased expression of endogenous danger signal proteins heralds progressive tissue pathology. These findings suggest that lymph stasis is an injury stimulus that initiates and perpetuates disease [35].

The utility of this biomarker panel for risk stratification must be prospectively evaluated. One of the elusive attributes of acquired lymphatic vascular insufficiency is its strong, often protracted, tendency toward clinical latency [36]. In other words, the anatomic insult is sustained by the patient at a point in time that may precede, by up to 5 years or longer, the clinically recognizable, functional expression of disease. Published studies of the incidence of breast cancer-associated lymphedema illustrate this phenomenon well [37]. Furthermore, If one assumes that 20% of breast cancer survivors are at clinical risk to develop lymphedema, how are these individuals to be distinguished from the remaining 80% that remain disease-free? Most of the surgical and other clinical variables have no statistically-identifiable bearing on relative risk [37]. The few treatment variables that are known to enhance risk do not, alone, accurately distinguish the sizeable at-risk subpopulation [38]. Taken together, these disease attributes significantly hamper risk-stratification and efforts at early therapeutic intervention for acquired lymphedema, despite the growing evidence that early therapeutic intervention has the capacity to significantly alter the course of the disease [39].

A further impetus to the development of sensitive and accurate diagnostic modalities resides in the growing likelihood that molecular and pharmacological approaches to therapy might soon be feasible [40]–[44]. Thus, there is a future need for appropriate clinical tools to detect latent disease and its responses to therapeutic intervention.

Our study harbors several potential limitations. Ideally, the most significant transcripts identified in the microarray experiments would have been carried forward to the protein assay, as they would have been anticipated to be most readily and differentially quantifiable in the disease-related sera. However, these identified candidates do not universally possess commercially available antibodies that are suitable for reduction into a quantifiable assay. For practicality, we chose our particular 51-plex Luminex assay as a compromise between our ability to study candidates of theoretical interest and the feasibility and cost of generating data on an extensive list of proteins to be studied within a large number of patient-derived sera. A corollary limitation may exist in our decision, based upon the transcriptomic discovery step, to limit our statistical analysis to a pre-chosen set of 18 out of the 51 proteins represented on the multiplex assay. This, in turn, yielded the final set of 6 protein biomarkers, for which data was generated through the two stages of model fitting and validation, respectively. Although it may be considered inefficient to discard such large portions of potentially meaningful data, the alternative approach did not ultimately seem efficient or economically suitable to our pragmatic endpoint.

Ultimately, the concluding high AUC that was derived from the validation set lends credence to the pragmatic strategy that was chosen. In addition, the biomarkers of this assay may serve as actual pharmaceutical targets. The observation that these genes are differentially expressed in diseased and normal tissues within the same individual, and that the secreted protein products of these genes are incrementally detected in lymphedema sera when compared to those of healthy controls, suggests that these proteins are directly related to the pathogenesis of the tissue pathology in lymphedema. This conclusion is buttressed by the observation that proteins representative of four of the central pathogenetic modalities–lymphangiogensis, inflammation, fibrosis, and altered lipid metabolism [4], [35], [45]–[49] –are contained in our final proposed multi-marker assay. Nevertheless, we cannot exclude the possibility that, had more individual studies been carried out, the list of proteins in our final model may have been different, at least in part.

In conclusion, we have identified and prospectively validated the ability of a newly identified circulating molecular signature to accurately discriminate established disease patients from a cohort of normal subjects. Further studies are warranted to determine whether this newly-identified biomarker panel will possess utility as an instrument for *in vitro* diagnosis of early and latent disease; the ultimate applicability to risk stratification, quantitation of disease burden, and response to therapy can easily be envisioned.

## Supporting Information

Table S1 **300 differentially-expressed genes with the lowest observed p-values.**
(DOCX) Click here for additional data file.

Table S2 **Secreted proteins of interest identified by microarray analysis.**
(DOC) Click here for additional data file.

# Supplementary material for: Prospective Transcriptomic Pathway Analysis of Human Lymphatic Vascular Insufficiency: Identification and Validation of a Circulating Biomarker Panel
**Source:** PLoS One. 2012 Dec 18;7(12):e52021. doi: 10.1371/journal.pone.0052021
**Supplement:** Table S1 — 300 differentially-expressed genes with the lowest observed p-values.

**TABLE S1**

# Supplementary material for: Prospective Transcriptomic Pathway Analysis of Human Lymphatic Vascular Insufficiency: Identification and Validation of a Circulating Biomarker Panel
**Source:** PLoS One. 2012 Dec 18;7(12):e52021. doi: 10.1371/journal.pone.0052021
**Supplement:** Table S2 — Secreted proteins of interest identified by microarray analysis.

**SUPPLEMENTAL MATERIAL**

**Table S2. Secreted Proteins of Interest**

| ADAM Metallopeptidase with Thrombospondin type 1 motif, 13 | Interferon, alpha 5 |
| --- | --- |
| Adrenomedullin | Interferon, alpha 8 |
| Alpha-1-B glycoprotein | Interferon, gamma |
| Alpha-2-HS glycoprotein | Interleukin 1 family, member 7 (zeta) |
| Angiopoietin 1 | Interleukin 1 family, member 9 |
| Angiopoietin 2 | Interleukin 1, alpha |
| Angiopoietin 2B | Interleukin 10 |
| Angiopoietin-like 7 | Interleukin 12B (lymphocyte maturation factor 2, p40) |
| APOBEC1 Complementation Factor | Interleukin 13 |
| Apolipoprotein A-I | Interleukin 17A |
| Apolipoprotein A-IV | Interleukin 17D |
| Apolipoprotein D | Interleukin 17F |
| Apolipoprotein F | Interleukin 18 binding protein |
| Apolipoprotein L | Interleukin 19 |
| Bactericidal/permeability-increasing protein | Interleukin 20 |
| Bone morphogenetic protein 10 | Interleukin 24 |
| Carcinoembryonic antigen-related cell adhesion molecule 1 | Interleukin 25 |
| Cardiotropin 1 | Interleukin 26 |
| Cathepsin B | Interleukin 28A (interferon, lambda 2) |
| Chemokine (C-C motif) ligand 25 | Interleukin 4 |
| Chemokine (C-X-C motif) ligand 17 | Interleukin 6 (interferon, beta 2) |
| Chorionic somatomammotropin hormone 1 (placental lactogen) | Interleukin 7 |
| Chromogranin A, parathyroid secretory protein 1 | Kallikrein-related peptidase 3, Prostrate-specific antigen |
| Chymotrypsinogen B2 | Lipoprotein, Lp(a) |
| Complement component 1, q subcomponent-like 1 | Pancreatic lipase-related protein 2 |
| Complement component 8, alpha polypeptide | Pentraxin 3 (pentraxin-related gene) |
| Complement factor H | Phospholipase A2, group sPLA2S IID |
| Cytokine-like 1 | Plasminogen |
| Epstein-Barr virus induced 3 | Pregnancy specific beta-1-glycoprotein 9 |
| Fibroblast growth factor 10 | Renin |
| Growth arrest-specific 1 | Serpin peptidase inhibitor, member 1 |
| Hepatocyte growth factor (hepapoietin A) | Transforming growth factor, beta |
| Immunoglobulin kappa variable 4-1 | Thrombopoietin |
| Inter-alpha (globulin) inhibitor H5-like | Tumor necrosis factor (ligand) superfamily, member 15 |
| Interferon, alpha 2 | Tumor necrosis factor superfamily, member 9 |
| Interferon, alpha 21 | Vascular endothelial growth factor A |
| Interferon, alpha 4 | VGL high density lipoprotein binding protein |

How the deposited data were processed for this re-analysis (not part of the article)

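RNA from lymphedema skin and from normal skin of the same person was compared on 27 two-color Agilent arrays of 45015 spots, 1 array for each person. Cy5 held lymphedema skin and Cy3 normal skin on every array. Per the file headers, the intensity values are the median pixel brightness of each spot and of its local background, as scanned and read by Feature Extraction, without normalization. Per the file headers, the log10 ratios were made by Feature Extraction after background subtraction and dye normalization within each array. The deposited table of log2 ratios of lymphedema over normal skin was made by the authors, with the steps for combining and normalizing arrays not stated beyond the use of marray and limma in R 2.12.2.

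The median signal and the median background were used because the files hold no mean signal, which had been set as the input. Spots that the scanner software marked as outliers (0.384% of the noncontrol spots) were left out, and no spot was saturated. Background was corrected by normexp with an offset of 50 and ratios were normalized by loess within each array, with control spots at weight 0. Spots of 1 probe were averaged, and a probe needed values on at least 3 arrays. Log2 ratios were tested against 0 with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, statmod 1.5.0), with Benjamini-Hochberg adjustment at 0.05. Of 41000 distinct probes, 40937 were tested, and 63 probes of genes linked to sex were left out. Genes were named through RefSeq accessions: 23958 probes were named and 17042 were not. For each of 16508 genes the probe with the highest mean intensity was taken, and 5753 of the genes have more than 1 probe.

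Gene lists (52 set in advance, and 54 tested with Tables 3 and S2) were compared with all other genes by camera with a correlation between genes of 0.01, and again with an estimated correlation. The percentile of each median came from 10000 random lists matched in 50 bins of intensity. Leptin was also tested by 100000 sign flips, and the number of changed probes by 100 sign flips of the arrays. The named genes are the 10 with the largest rise and the 10 with the largest fall among those that passed the test with the same sign on at least 24 arrays, and genes of the paper's tables, its serum panel and the lists. Values in the paper's tables were known when this rule was set. Of 237 genes the rule names, 99 were printed, picked after their values had been seen, and results for some single genes are not reported here. Of the 99, 50 (50.5%) reversed under at least 1 alternative, and of the 237, 131 (55.3%). A change of sign counts as a reversal only where the gene passed the test in either setting.

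The arrays fall into 2 extraction protocols (11 and 16 arrays), 4 scan sessions and 13 slides. Alternatives covered the normalization, the background correction, the scanner software's ratio, filters on signal, the slide as a block, each protocol alone, limma's options and the summary of a gene. Under plain subtraction a spot at or below its background in either channel has no ratio, so a dim gene can rest on fewer arrays. Alternatives by scan session were added after seeing the data. The fit with session as a random block treats the arrays of a session as correlated, with 1 correlation for all genes. It does not remove a session effect of a single gene. On simulated arrays with 200 of 16508 genes changed, 97% of those changed by 0.5 and 100% of those changed by 1 on the log2 scale were recovered, with 12 false calls and 0 of the wrong sign. With no gene changed there were 0 calls. Precision is limited by the number of arrays. Serum assays, their classification results and histology were not analysed here.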

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

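Lists of genes that the paper does not discuss were kept here where they passed camera at a preset correlation, lay among the outer 2.5% of matched random lists on either side and did so on the 19 arrays outside scan session 3 as well. The last 2 of these conditions were set after the list results had been seen. None of the lists passed with an estimated correlation, where the lowest adjusted p was 0.41.

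The cornified envelope list had a lower value in lymphedema skin, with a median log2 ratio of -0.41 over 22 genes and -0.55 without scan session 3, and negative under each scaling. The median of all genes was also negative under each scaling.

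Blood endothelium had a median of 0.21 that was -0.08 with median centring and -0.36 without normalization. B and plasma cells had 0.10, but -0.11 without normalization, 0.32 with plain subtraction and loess and 0.53 with plain subtraction and median centring. Skeletal and smooth muscle had 0.088, but -0.30 with median centring, -0.58 without normalization, -0.22 with plain subtraction and median centring and -0.04 with the scanner software's log ratio. Of 18 muscle genes, 7 rose and none fell (7 and 1 over the list alone), among them ACTA1, the skeletal muscle actin, at 0.62 (SE 0.14, adjusted p = 0.0023, higher on 22 of 27 arrays). Of 110 olfactory receptor genes, which skin is not known to use as a group, 42 rose and none fell in limma (57 and 0 over the list alone, and 0 lower at an unadjusted p under 0.05), with a median of 0.073 that was -0.13 without normalization, 0.43 with plain subtraction and loess and 0.54 with plain subtraction and median centring.

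The arrays also differed by batch. Between the 2 extraction protocols, with 11 and 16 arrays, 196 probes differed in log2 ratio at an adjusted p under 0.05 from limma, and among the 4 scan sessions 2160 did. Of 166 genes that differed between the protocols, 93 were higher and 73 lower in the second. On the 19 arrays outside scan session 3 the protocols differed at 0 probes in limma, and at 5762 at an unadjusted p under 0.05.

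A test below on the Table S1 genes with resampled arrays, and the plain subtraction beside normexp for genes skin is not known to use, were chosen after their values had been seen. Those on scan session 3, on pairs of probes and on Table 3 genes well above background were written before their results, but after the pattern they address had been seen. The remaining tests were planned.

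The first pattern is the rise of the Table 3 genes beside that of genes skin is not known to use. All 5 lists of such genes, for olfactory receptors, testis, pancreas and liver, retina and brain, and placenta and pituitary, had positive medians with normexp and median centring (0.15, 0.15, 0.13, 0.13 and 0.13), and loess, which removes a trend with brightness, moved 5 of the 5 at least halfway to 0 (0.07, 0.03, 0.03, 0.02 and 0.04). With plain subtraction their medians were 0.54, 0.25, 0.29, 0.23 and 0.32 with median centring and 0.43, 0.36, 0.34, 0.30 and 0.32 with loess, which moved 0 of the 5 halfway to 0 and 3 away from it. Their medians were negative without normalization. The support for a bias shared by probes of the same brightness thus depends on the background correction, and such a bias cannot be told apart from other causes. With normexp, what remained after loess lay at percentile 100 of random lists matched on brightness for olfactory receptors, 99.3 for placenta and pituitary (85.6 without scan session 3), 97.1 for testis, 88.3 for pancreas and liver and 78.6 for retina and brain. Most of these genes lie near the background, which keeps the cause open. With plain subtraction, spots at or below their background have no ratio, so the medians of these lists can rest on fewer arrays. In these lists SPACA3 at 0.81 (adjusted p = 0.014) and OR2H1 at 0.75 (adjusted p = 0.0067, 1 of 2 probes positive) rose. With scan session as a random block the adjusted p of SPACA3 was 0.065. The median of Table 3 was above all 10000 such random lists (percentile 100). Among the 16 Table 3 genes well above background in both channels on at least 14 arrays, the median log2 ratio was 0.22 against 0.03 for matched random lists (percentile 100). The study drew the genes of Table 3 from those changed on the same arrays and lists them as higher. That alone can put them above random lists, so neither percentile bears on the cause. A bias shared by probes of the same brightness, a shift of probes near the background, a bias of single probes and a rise of these genes in lymphedema skin all stay open.

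The second pattern is that log2 ratios of scan session 3 followed those of the other sessions less than these followed one another. Over the 1021 probes that were well above background in session 3, its mean log2 ratio correlated with that of the other sessions at 0.118 across probes, where sessions 1, 2 and 4 gave 0.538, 0.604 and 0.661. If signal near the background were the cause, the bound written was a correlation of over 0.4, which 0.118 does not reach. These probes were picked by their signal in session 3, where few passed in Cy5. Loess in that session was also fitted mostly on spots near the background. Either could lower the correlation, so the value cannot decide and signal near the background stays open. A difference in labeling or in the skin samples between sessions stays open and was not tested, since each session holds different people.

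The third pattern is the set of changes over the arrays, with parts that were tested apart. For the number of changed probes over all 27 arrays, turning the sign of randomly chosen arrays gave no more than 0 changed probes in 99 draws, against 8983 in the data (1 of 100 with the real one), so chance can be excluded if the arrays are taken as independent. With scan session as a random block 3065 probes changed, and the 4 sessions are too few to be turned as units in such a test. At an unadjusted p under 0.05 the counts were 15665 in the data and at most 7975 in the draws. Turning the sign of all arrays of session 3 gave 7179 probes, of session 2 337, of session 1 8 and of session 4 0.

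Another part is the fall of most Table S1 genes over all 27 arrays, set against a trend with intensity that loess removes. After loess, a share of 0.842 of the 272 matched genes kept the paper's sign at an adjusted p under 0.05, between the bounds of 0.5 and 0.9 set for this trend. The study chose these genes for their p on the same arrays, so the share alone decides nothing. With plain subtraction the median of the 272 was -0.91 with median centring and -0.88 with loess, which moved the ribosomal list from -0.77 to -0.0031. Of the 234 listed as lower, 197 passed as lower after loess over all probes, 200 with plain subtraction and 179 with scan session as a random block. The median of the 234 after loess was -0.33 (bootstrap interval over arrays -0.438 to -0.230) and -0.93 with plain subtraction (-1.05 to -0.797). The 234 were chosen on the same arrays, and the study's deposited ratios correlated at 0.996 with those under plain subtraction and loess. A fall after loess was thus close to fixed by the choice. These values therefore cannot decide whether the trend that loess removes is the whole cause. With normexp the median of the 272 was -0.85 with median centring and -0.31 with loess, so the trend stays open as a cause of the fall.

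The last part is the set of changes common to scan sessions 1, 2 and 4. If single probes were biased by dye regardless of the transcript, 2 probes of a gene would not follow each other. Over 3059 genes their log2 ratios correlated at 0.298 across genes (bootstrap interval 0.256 to 0.341), 63.5% of the pairs had the same sign, and random pairs of the same brightness had a median correlation of 0.0102 and a highest of 0.0572. The bound written for a dye bias was a correlation under 0.3, which 0.298 meets. The interval spans that bound and was added after the value had been seen. It lies above the highest value of the random pairs, which argues against such a bias as the whole cause over these genes. Whether the 2 probes share sequence was not examined. As a part of the changes, a dye bias of single probes cannot be told apart from a change of the transcripts. The dyes were not swapped, which keeps a dye bias open for each gene, and a change in lymphedema skin stays open as the biological explanation.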

How the results depend on the processing

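The normalization, the background correction, the arrays used and the other choices were varied in 23 alternatives to the setting reported at the claims, some of which change 2 choices together. Those by scan session, the plain subtraction without scan session 3 and the averaging of session 2 were chosen after seeing the data, as were the alternatives for the difference between the protocols. Over the 99 genes printed, 1705 values under an alternative kept the call and its direction or were called in neither setting. A further 407 lost the call, 49 gained it and 96 reversed, and for single gene lists these counts were 1051, 110, 56 and 22. A value called in neither setting counts as unchanged even where its sign differed, so the reversals do not include every change of sign. A list counts as reversed where camera, which compares it with all other genes, gave the opposite direction and the list passed in either setting. The median alone changed sign for more lists: for 17 with median centring, 30 without normalization, 12 with plain subtraction and loess, 12 with plain subtraction and median centring and 16 with the scanner software's log ratio. With median centring these include blood endothelium (-0.08), skeletal and smooth muscle (-0.30), lymphangiogenic factors (-0.14), lymphatic endothelium (-0.12), apoptosis (-0.37) and TGF-beta signaling (-0.24).

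Of the Table S1 genes, 93.4% had the paper's sign in the reported setting and 71.3% to 98.2% under the alternatives, with the lowest share in scan session 3 alone. The counts of genes higher and lower stayed within 1.5 times of the reported ones under 14 alternatives each, from 1221 to 2324 and from 2097 to 3576. The median log2 ratio of all genes, which was near 0 in the reported setting, was -0.17 with median centring, -0.45 without normalization, -0.13 with plain subtraction and loess, -0.11 with plain subtraction and median centring and -0.23 with the scanner software's log ratio. Of 237 genes named by the rule, 66 reversed with median centring and 109 without normalization. Of these 66 and 109, 14 and 56 had the reported direction relative to the median of all genes. Leaving out scan session 3, none of the 237 reversed, 15 lost the call and 7 gained it.

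With median centring there were 31561 probes at an adjusted p under 0.05, 30048 probes at p of 0.02 or less, 21862 at p of 0.001 or less, 6577 at p of 1e-05 or less, 4161 genes higher, 8707 genes lower, 26 Table 3 genes higher, a leptin log2 ratio of -1.28 that passed the test and 9 probes differing between the protocols. PFKFB3 (-0.23), RPS28 (-2.17), RPLP2 (-2.04), MON1B (-0.56), ACTB (-2.02), BORCS8-MEF2B (-0.15), R3HDM2 (-0.82), ID1 (-1.18), COL1A2 (-1.07), FOLR2 (-0.65), ADIPOQ (-0.17), CFD (-2.39), FOXC2 (-0.37), PLVAP (-0.018), HLA-C (-1.99), CASP8 (-0.64), WASF2 (-1.05), CHGA (-0.17), CTRB2 (-0.24), VEGFA (-0.46), OR2H1 (-0.098), TYK2 (-0.63), MMP14 (-0.95), PPP1R3C (-0.64) and SOX18 (-0.11) had log2 ratios of the opposite direction there. Extracellular matrix and fibrosis (-0.55), immediate early and handling stress (-0.95), chaperone and danger signal (-0.95) and cytosolic ribosomal proteins (-2.11) were lists to which camera gave the opposite direction there. Without normalization there were 22807 probes at an adjusted p under 0.05, 21752 probes at p of 0.02 or less, 14772 at p of 0.001 or less, 7278 at p of 1e-05 or less, 0 genes higher, 11758 genes lower, 0 Table 3 genes higher, a leptin log2 ratio of -1.56 that passed the test and 35174 probes differing between the protocols. PFKFB3 (-0.52), GNG13 (-0.14), TDRD10 (-0.095), GNAZ (-0.10), RPS28 (-2.46), RPLP2 (-2.33), MON1B (-0.85), ACTB (-2.31), BORCS8-MEF2B (-0.43), R3HDM2 (-1.10), ID1 (-1.46), COL1A2 (-1.35), CD79A (-0.26), CD3E (-0.090), FOLR2 (-0.94), ADIPOQ (-0.45), CFD (-2.67), FLT4 (-0.17), FOXC2 (-0.66), PLVAP (-0.30), HLA-C (-2.27), CASP8 (-0.93), WASF2 (-1.33), CHGA (-0.45), CTRB2 (-0.52), PLA2G2D (-0.17), IL26 (-0.11), VEGFA (-0.74), HGF (-0.27), ADAMTS13 (-0.16), FGF2 (-0.43), LTA (-0.21), OR2H1 (-0.38), ACTA1 (-0.27), TYK2 (-0.91), MMP14 (-1.23), PPP1R3C (-0.92), SOX18 (-0.39), ANGPT1 (-0.39) and CXCL17 (-0.056) had log2 ratios of the opposite direction there. Extracellular matrix and fibrosis (-0.83), immediate early and handling stress (-1.23), chaperone and danger signal (-1.23) and cytosolic ribosomal proteins (-2.39) were lists to which camera gave the opposite direction there. Without background correction there were 13683 probes at an adjusted p under 0.05, 5749 at p of 0.001 or less, 1005 at p of 1e-05 or less, 2661 genes higher, 24 Table 3 genes higher and 675 probes differing between the protocols. With plain subtraction and loess there were 822 at p of 1e-05 or less, 28 Table 3 genes higher and a leptin log2 ratio of -1.12 that passed the test. PPP1R3C (-0.17) had a log2 ratio of the opposite direction there. With plain subtraction and median centring there were 22 Table 3 genes higher, a leptin log2 ratio of -1.35 that passed the test and 684 probes differing between the protocols. RPS28 (-0.51), RPLP2 (-0.44), ACTB (-0.38), ID1 (-0.23), CFD (-0.84), HLA-C (-0.50) and PPP1R3C (-0.35) had log2 ratios of the opposite direction there. Immediate early and handling stress (-0.55), chaperone and danger signal (-0.65) and cytosolic ribosomal proteins (-0.77) were lists to which camera gave the opposite direction there. With the scanner software's log ratio there were 16016 probes at an adjusted p under 0.05, 7991 at p of 0.001 or less, 2611 at p of 1e-05 or less, 6718 genes lower, a leptin log2 ratio of -1.14 that passed the test and 1992 probes differing between the protocols. CFD (-0.22), VEGFA (-0.36) and PPP1R3C (-0.087) had log2 ratios of the opposite direction there. With only probes well above background in both channels there were 6799 probes at p of 0.02 or less. On the arrays of the first protocol there were 219 at p of 1e-05 or less, a leptin log2 ratio of -0.64 that passed the test and 15 gene lists called by camera. On the arrays of the second protocol there were 87 probes at an adjusted p under 0.05, 4523 probes at p of 0.02 or less, 352 at p of 0.001 or less, 30 at p of 1e-05 or less, 27 genes higher, 10 genes lower and 0 Table 3 genes higher. With trend and robust in limma there were 213 at p of 1e-05 or less. With array weights there were 1011 probes at an adjusted p under 0.05, 3598 probes at p of 0.02 or less, 938 at p of 0.001 or less, 221 at p of 1e-05 or less, 331 genes higher, 292 genes lower and 3 Table 3 genes higher. CEBPB (0.082) and WASF2 (-0.16) had log2 ratios of the opposite direction with the mean of all probes of a gene. With a correlation between genes estimated for each list there were 0 gene lists called by camera.

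Without scan session 3 there were 739 at p of 1e-05 or less and 0 probes differing between the protocols. With scan session as a random block there were 3065 probes at an adjusted p under 0.05, 6816 probes at p of 0.02 or less, 1601 at p of 0.001 or less, 81 at p of 1e-05 or less, 400 genes higher, 1323 genes lower and 4 Table 3 genes higher. In scan session 1 alone there were 1156 probes at an adjusted p under 0.05, 5321 probes at p of 0.02 or less, 906 at p of 0.001 or less, 24 at p of 1e-05 or less, 174 genes higher, 602 genes lower, 1 Table 3 gene higher and 15 gene lists called by camera. In scan session 2 alone there were 5759 at p of 0.001 or less, 1965 at p of 1e-05 or less and a leptin log2 ratio of -0.89 that passed the test. CFD (-0.25), VEGFA (-0.35) and CXCL17 (-0.020) had log2 ratios of the opposite direction there. Lipogenesis and cholesterol synthesis (-0.076), immediate early and handling stress (-0.068) and hair follicle (-0.48) were lists to which camera gave the opposite direction there. In scan session 3 alone there were 592 probes at an adjusted p under 0.05, 2135 probes at p of 0.02 or less, 641 at p of 0.001 or less, 236 at p of 1e-05 or less, 292 genes higher, 22 genes lower, 1 Table 3 gene higher and 6 gene lists called by camera. ID1 (-0.016), MAP2K2 (0.052), BTC (0.018), CD3E (-0.015), PLVAP (-0.039), CLDN1 (0.012), HLA-H (0.014), IDH2 (0.0095), ACTA1 (-0.0033), PPP1R3C (-0.10), MAGED2 (0.051), CDHR1 (0.0015), SMIM29 (0.097) and MTCH1 (0.099) had log2 ratios of the opposite direction there. Basal and spinous keratinocyte (0.0026), cornified envelope (0.043), EGF receptor signaling (-0.0092), blood endothelium (0.0023), T and NK cell (0.013), housekeeping reference genes (-0.015) and skeletal and smooth muscle (-0.017) were lists to which camera gave the opposite direction there. In scan session 4 alone there were 0 probes at an adjusted p under 0.05, 5390 probes at p of 0.02 or less, 470 at p of 0.001 or less, 3 at p of 1e-05 or less, 0 genes higher, 0 genes lower and 0 Table 3 genes higher. With plain subtraction and loess and without scan session 3 there were 5444 at p of 0.001 or less, 1076 at p of 1e-05 or less and 28 Table 3 genes higher. CFD (-0.0035) had a log2 ratio of the opposite direction there. Cytosolic ribosomal proteins (-0.0055) was a list to which camera gave the opposite direction there. With scan session 2 averaged as 1 array there were 184 at p of 1e-05 or less.

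For alternatives with fewer arrays or fewer probes, the smaller number enters by construction, and for the others the cause was not tested. In scan session 4, 5390 probes had p of 0.02 or less and 0 passed limma's adjusted p. Array weights gave the arrays of scan session 3 a median weight of 1.74 and those of session 4 a median of 0.377. The deposited table of log2 ratios holds 1 value for each probe and no value for each array, so the alternative built on it was not run. The mean of all probes of a gene does not apply to the counts of probes or to Table S1. Signal over background limits every ratio: 17632 probes were well above background in both channels on at least 14 arrays and 26005 in either channel.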

Differences from the paper's values

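Alternatives named here were set before the data were examined, and for each value all of those that give a value and are not named differ from the paper's value too. A difference is counted where 2 values are apart by more than 1 SD over the arrays and, for folds and counts, by more than 1.5 times. No cause was assigned to any single difference. The deposited log2 ratios correlated at 0.996 with those under plain subtraction and loess, and at 0.686 with those of the reported setting. The slopes of the ratios here on the deposited ones were 1.01 and 0.294. Much of the difference in the size of ratios thus goes with the background correction.

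At p of 0.001 or less the paper's count is 1309 and 3480 probes were found here, and of the alternatives only array weights (938) does not differ from the paper's count. The paper's text counts genes and these are probes. The counts at p of 0.02 or less (the paper's 8431, here 11380) and at p of 1e-05 or less (the paper's 313, here 392) do not differ by this measure.

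Of 35 folds of Table 3 compared, 10 differ, and 4 differ under plain subtraction and loess and 5 under plain subtraction and median centring. ANGPT1 has the paper's fold of 1.9 and a fold of 1.04 here, a difference that no alternative removes. CXCL17 has the paper's fold of 1.7 and a fold of 1.06 here, and the values do not differ under median centring (1.17), plain subtraction and loess (1.66) and plain subtraction and median centring (1.59). CSH1 has the paper's fold of 2.1 and a fold of 1.07 here, and the values do not differ under plain subtraction and loess (1.45) and plain subtraction and median centring (1.61). IFNA2 has the paper's fold of 1.6 and a fold of 1.02 here, and the values do not differ under median centring (1.11), plain subtraction and loess (1.55), plain subtraction and median centring (1.6) and the scanner software's log ratio (1.25). IFNA21 has the paper's fold of 1.6 and a fold of 1.05 here, and the values do not differ under median centring (1.12), no background correction (1.08), plain subtraction and loess (1.58), plain subtraction and median centring (1.5), the scanner software's log ratio (1.22) and the first protocol only (1.11). IL17A has the paper's fold of 1.6 and a fold of 1.06 here, and the values do not differ under median centring (1.14), no background correction (1.15), plain subtraction and loess (1.57), plain subtraction and median centring (1.61), the scanner software's log ratio (1.19) and the first protocol only (1.08). IL20 has the paper's fold of 1.8 and a fold of 1.07 here, and the values do not differ under plain subtraction and loess (1.83), plain subtraction and median centring (1.61) and the scanner software's log ratio (1.35). IL25 has the paper's fold of 1.6 and a fold of 1.03 here, and the values do not differ under median centring (1.12), no background correction (1.09), plain subtraction and loess (1.62) and plain subtraction and median centring (1.51). For a later row of IFNA21 the paper's fold is 2.0 and the fold here 1.05, and the values do not differ under plain subtraction and loess (1.58) and plain subtraction and median centring (1.5). TNF has the paper's fold of 1.8 and a fold of 0.924 here, a difference that no alternative removes. The paper's row may mean another gene of the TNF superfamily, since its Table S2 does not list TNF.

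Of 41 values of Table S1 compared as log2 ratios, which cover its first genes and those printed here, 21 differ, and 7 differ under plain subtraction and loess and 12 under plain subtraction and median centring. Each value here is from the brightest probe of the accession, which need not be the probe behind the paper's value. Over the whole table, 254 of 272 had the paper's sign. MAGED2 has the paper's value of -1.5 and -0.35 here, and the values do not differ under no normalization (-1.29). CDHR1 has the paper's value of -1.3 and -0.60 here, and the values do not differ under median centring (-1.15), no normalization (-1.43), plain subtraction and loess (-1.32), plain subtraction and median centring (-1.19), the scanner software's log ratio (-1.27) and the first protocol only (-0.89). CTSB has the paper's value of -1.2 and -0.11 here, and the values do not differ under median centring (-1.38) and plain subtraction and median centring (-0.87). ASS1 has the paper's value of -1.2 and -0.41 here, and the values do not differ under no normalization (-0.96), plain subtraction and loess (-1.16), plain subtraction and median centring (-1.05) and the scanner software's log ratio (-1.17). ACTR1B has the paper's value of -1.2 and -0.39 here, and the values do not differ under no normalization (-0.99), plain subtraction and loess (-1.24), plain subtraction and median centring (-1.20) and the scanner software's log ratio (-1.25). WASF2 has the paper's value of -1.3 and 0.083 here, and the values do not differ under median centring (-1.05) and no normalization (-1.33). IDH2 has the paper's value of -1.4 and -0.48 here, and the values do not differ under median centring (-0.90), no normalization (-1.18), plain subtraction and loess (-1.45), plain subtraction and median centring (-1.27) and the scanner software's log ratio (-1.50). ANXA2P1 has the paper's value of -1.3 and -0.67 here, and the values do not differ under median centring (-1.40), no normalization (-1.68), no background correction (-0.75), plain subtraction and loess (-1.31), plain subtraction and median centring (-1.23), the scanner software's log ratio (-1.18) and the first protocol only (-0.93). MAN2C1 has the paper's value of -1.1 and -0.28 here, and the values do not differ under no normalization (-0.82), plain subtraction and loess (-1.13), plain subtraction and median centring (-0.89) and the scanner software's log ratio (-1.09). PGK1 has the paper's value of -1.1 and -0.31 here, and the values do not differ under plain subtraction and median centring (-1.17). SNX17 has the paper's value of -1.3 and -0.52 here, and the values do not differ under median centring (-0.95), no normalization (-1.24), plain subtraction and loess (-1.3), plain subtraction and median centring (-1.34) and the scanner software's log ratio (-1.34). SMIM29 has the paper's value of -1.1 and -0.38 here, and the values do not differ under plain subtraction and median centring (-0.98) and the scanner software's log ratio (-0.71). MTCH1 has the paper's value of -1.0 and -0.24 here, and the values do not differ under plain subtraction and median centring (-1.03). For a later value of GAPDH, -1.2 in the paper, -0.59 was found here, and the values do not differ under plain subtraction and loess (-1.05), plain subtraction and median centring (-1.69) and the scanner software's log ratio (-1.10). LCE3B has the paper's value of -1.4 and -0.68 here, and the values do not differ under median centring (-1.53), no normalization (-1.81), plain subtraction and loess (-1.41), plain subtraction and median centring (-1.34), the scanner software's log ratio (-0.99) and the first protocol only (-0.89). PSMD13 has the paper's value of -1.3 and -0.44 here, and the values do not differ under median centring (-0.94), no normalization (-1.22), plain subtraction and loess (-1.35), plain subtraction and median centring (-1.22) and the scanner software's log ratio (-1.18). TGFBR3 has the paper's value of -1.0 and -0.32 here, and the values do not differ under median centring (-0.62), no normalization (-0.90), plain subtraction and loess (-0.96), plain subtraction and median centring (-0.78) and the scanner software's log ratio (-0.86). IL26 has the paper's value of 1.0 and 0.16 here, and the values do not differ under plain subtraction and loess (0.99). ADIPOQ has the paper's value of -1.3 and 0.85 here, with the opposite sign, and the values do not differ under no normalization (-0.45). The probes of ADIPOQ differ in sign, as do those of WASF2, and the paper does not state which probe gave its values. For a later value of GAPDH, -1.3 in the paper, -0.59 was found here, and the values do not differ under plain subtraction and loess (-1.05), plain subtraction and median centring (-1.69) and the scanner software's log ratio (-1.10).

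The paper states that the genes of Table 3 are higher in lymphedema skin. Of the 40 measured here, 38 had a fold over 1 (34 of the 36 well above background on at least 1 array) and 13 passed limma's adjusted p as higher, with a median fold of 1.06 where the paper's median is 1.6. The median was 1.46 with plain subtraction and loess and 1.59 with plain subtraction and median centring. TNF and TGFB1 had folds of 0.92 and 0.94. TNF was lower here, with 1 of its 2 probes negative, but the paper's row may mean another gene. The paper's p-values for this table are not corrected for multiple tests, and 24 genes were higher at an unadjusted p under 0.05. With plain subtraction and loess 28 genes passed the adjusted p as higher. For leptin the paper reports no significant rise, and none was found here.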

Other observations

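Cytosolic ribosomal protein genes were higher on the whole, most in scan session 3. Of 54 genes, 32 rose and 4 fell (34 and 5 when adjusted over the list alone), with a median log2 ratio of 0.29 (camera adjusted p = 5.3e-09, and adjusted p = 0.41 with an estimated correlation). The medians were 0.14, 0.28, 0.70 and 0.10 in scan sessions 1 to 4. On the 19 arrays outside session 3, 9 genes were higher and 6 lower, the median was 0.15 (camera adjusted p = 0.037) and its percentile among matched random lists was 94.2. The median was -2.11 with median centring, -2.39 without normalization, -0.77 with plain subtraction and median centring, -0.10 with the scanner software's log ratio and -0.0031 with plain subtraction and loess. RPL4, a protein of the large subunit, fell against the list (log2 ratio -0.44, SE 0.07, adjusted p = 0.00044, lower on 25 of 27 arrays).

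Fatty acid oxidation, the TCA cycle and the proteasome, which match pathways of the paper's Table 2, had medians of -0.13, -0.15 and -0.16, each negative under each scaling, as was the median of all genes. Of 23 genes of the TCA cycle, 12 fell and 1 rose (14 and 2 when adjusted over the list alone), among them IDH2 and SDHA, a subunit of succinate dehydrogenase, at -0.39 (SE 0.08, adjusted p = 0.0010, lower on 24 of 27 arrays). Of 30 proteasome genes, 16 fell and 1 rose, also over the list alone, among them PSMD13 at -0.44 (SE 0.07, adjusted p = 0.00046, lower on 25 of 27 arrays).

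Glycolysis had 6 of 19 genes lower and 1 higher (7 and 2 over the list alone), a median of -0.10 and a mean of 0.00 (camera adjusted p = 0.049, adjusted p = 0.41 with an estimated correlation, and adjusted p = 0.10 without scan session 3). Median and mean also differed in sign for housekeeping reference genes (-0.07 and 0.02), immediate early genes (-0.02 and 0.05), epidermal activation (0.03 and -0.01, with a negative median under 5 scalings), the erythrocyte list (0.02 and -0.01, with a negative median under 6 scalings) and the nerve and Schwann cell list (-0.01 and 0.03, with a positive median under plain subtraction and median centring). None of these 5 lists passed camera on all 27 arrays, and without scan session 3 the housekeeping list passed as lower (adjusted p = 0.026). Of 54 lists tested, 25 passed camera at a preset correlation and 0 with an estimated correlation.

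The deposited table of log2 ratios holds 2725 probes, 1853 higher and 872 lower in lymphedema skin, with values from -1.32 to 2.00 and a median of 0.19. Across these probes, which are not independent replicates, its values correlated at 0.996 with the log2 ratios under plain subtraction and loess and at 0.686 with those of the reported setting, and 97.7% and 85.2% of the probes had the same sign.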
